# Gene Dosage- and Age-Dependent Differential Transcriptomic Changes in the Prefrontal Cortex of *Shank2*-Mutant Mice

**DOI:** 10.3389/fnmol.2021.683196

**Published:** 2021-06-11

**Authors:** Seungjoon Lee, Hyojin Kang, Hwajin Jung, Eunjoon Kim, Eunee Lee

**Keywords:** autism spectrum disorder, Shank2, prefrontal cortex, transcript, RNA-seq, dosage-dependence, age-dependence

## Abstract

Shank2 is an abundant postsynaptic scaffolding protein that is known to regulate excitatory synapse assembly and synaptic transmission and has been implicated in various neurodevelopmental disorders, including autism spectrum disorders (ASD). Previous studies on *Shank2*-mutant mice provided mechanistic insights into their autistic-like phenotypes, but it remains unclear how transcriptomic patterns are changed in brain regions of the mutant mice in age- and gene dosage-dependent manners. To this end, we performed RNA-Seq analyses of the transcripts from the prefrontal cortex (PFC) of heterozygous and homozygous *Shank2*-mutant mice lacking exons 6 and 7 at juvenile (week 3) and adult (week 12) stages. Juvenile heterozygous *Shank2*-mutant mice showed upregulation of glutamate synapse-related genes, downregulation of ribosomal and mitochondrial genes, and transcriptomic changes that are opposite to those observed in ASD (anti-ASD) such as upregulation of ASD_down (downregulated in ASD), GABA neuron-related, and oligodendrocyte-related genes. Juvenile homozygous *Shank2* mice showed upregulation of chromatin-related genes and transcriptomic changes that are in line with those occurring in ASD (pro-ASD) such as downregulation of ASD_down, GABA neuron-related, and oligodendrocyte-related genes. Adult heterozygous and homozygous *Shank2*-mutant mice both exhibited downregulation of ribosomal and mitochondrial genes and pro-ASD transcriptomic changes. Therefore, the gene dosage- and age-dependent effects of *Shank2* deletions in mice include differential transcriptomic changes across distinct functional contexts, including synapses, chromatin, ribosomes, mitochondria, GABA neurons, and oligodendrocytes.

## Introduction

Shank2 (also known as ProSAP1) is an abundant scaffolding protein known to regulate excitatory synapse assembly and synaptic transmission, plasticity, and signaling (Du et al., 1998; Boeckers et al., 1999; Lim et al., 1999; Naisbitt et al., 1999); reviewed in Boeckers et al. (2002); Grabrucker et al. (2011); Sala et al. (2015); Mossa et al. (2017); and Sheng and Kim (2000, 2011). Shank2 has also been implicated in various neurodevelopmental and neuropsychiatric disorders, including autism spectrum disorders (ASD), intellectual disability, developmental delay, and schizophrenia (Berkel et al., 2010, 2011; Pinto et al., 2010; Wischmeijer et al., 2011; Leblond et al., 2012, 2014; Prasad et al., 2012; Rauch et al., 2012; Sanders et al., 2012; Chilian et al., 2013; Liu et al., 2013; Schluth-Bolard et al., 2013; Guilmatre et al., 2014; Costas, 2015; Peykov et al., 2015a,b; Homann et al., 2016; Mossa et al., 2017; Yuen et al., 2017; Bai et al., 2018; Lu et al., 2018; Aspromonte et al., 2019; Zhou et al., 2019; Satterstrom et al., 2020; Wang et al., 2020). Mice carrying *Shank2* mutations have enabled researchers to gain important mechanistic insights into how *Shank2* deletion leads to various disease-related deficits at the molecular, synaptic, circuit, and behavioral levels (Schmeisser et al., 2012; Won et al., 2012; Ey et al., 2013, 2018; Ferhat et al., 2016; Ha et al., 2016; Ko et al., 2016; Peter et al., 2016; Lim et al., 2017; Pappas et al., 2017; Sato et al., 2017, 2020; Yoon et al., 2017; Heise et al., 2018; Kim et al., 2018; Lee S. et al., 2018; Wegener et al., 2018; Chung et al., 2019; de Chaumont et al., 2019; Han et al., 2020; Lee et al., 2020; Grabrucker et al., 2021; Horner et al., 2021); reviewed in Boeckers et al. (2002); Grabrucker et al. (2011); Jiang and Ehlers (2013); Guilmatre et al. (2014); Sala et al. (2015); Schmeisser (2015); Monteiro and Feng (2017); Mossa et al. (2017); Eltokhi et al. (2018); and Yoo et al. (2014). Many of the mechanistic studies have focused on how synaptic changes lead to behavioral abnormalities, partly because of the known functions of Shank2 at excitatory synapses. However, *Shank2*-mutant phenotypes likely involve various molecular and cellular changes, which should be explored comprehensively in various brain regions and cell types across different developmental stages and *Shank2* gene dosages.

To begin such work, we herein analyzed the transcriptomic patterns in prefrontal cortex (PFC) regions of heterozygous (HT; *Shank2*^+/–^) and homozygous (HM; *Shank2*^–/–^) *Shank2*-mutant mice at juvenile (P21 or 3 weeks) and adult (P84 or 12 weeks) stages (W3-HT, W3-HM, W12-HT, and W12-HM). We chose to analyze the PFC due to its reported implications in cognitive functions, social functions, and ASD (Wang et al., 2011; Yizhar et al., 2011; Lee et al., 2016; Selimbeyoglu et al., 2017; Cao et al., 2018; Lazaro et al., 2019; Levy et al., 2019). We identified differential transcriptomic changes involving multiple biological functions and ASD-related genes, and found that they were distinct between W3-HT and W3-HM mice, but largely similar between W12-HT and W12-HM mice. These analyses also identified the potential involvement of genes associated with various functional contexts, including synapses, chromatin, ribosomes, mitochondria, GABA neurons, and oligodendrocytes.

## Materials and Methods

### Animals

*Shank2* mice lacking exons 6 and 7 have been described (Won et al., 2012) (B6N.129S4-*Shank2*^*tm1Mgle*^/CsbdJ; Jackson 033667). 

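*Shank2* (ENSMUSG00000037541) lies on the plus strand of mouse chromosome 7, from 144001928 to 144424494 in GRCm38. In the GENCODE M21 annotation, 1 of its transcripts has 23 exons, and in that transcript exon 6 spans 144068723 to 144068874 and exon 7 spans 144070024 to 144070191. The paper's text does not name the transcript by which exons 6 and 7 are numbered. The values analysed here are totals per gene, so the share of *Shank2* transcripts that lack these exons was not measured.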

Animals were housed under a 12-h (13:00–01:00) dark/light cycle and were fed *ad libitum*. The animal study was reviewed and approved by the Committee of Animal Research at KAIST (KA2020-99).

### Tissue Preparation for RNA-Seq Analysis

Brains isolated from *Shank2*^±^ and *Shank2*^–/–^ mice (*n* = 5 brains from five mice for W3-HT, five for W3-HM, four for W12-HT, and four for W12-HM) were chilled in ice-cold phosphate-buffered saline solution. Mouse brains were not pooled, and samples from individual mouse brains were handled independently. Coronal brain sections (1 mm thickness) were used to dissect out PFC regions (AP + 2.8 to + 1.1 mm; ML −1 to +1 mm). The dissected tissues were kept in RNAlater solution (Ambion) at room temperature for 30 min and then kept at –70°C. Total RNA concentration was calculated by Quant-IT RiboGreen (Invitrogen, R11490). To determine the integrity of total RNAs, samples were run on the TapeStation RNA screentape (Agilent). Only high-quality RNA preparations, with RIN greater than 7.0, were used for RNA library construction. A library was prepared with 1 μg of total RNA for each sample by Illumina TruSeq mRNA Sample Prep kit (Illumina). The first step in the workflow involved purifying the poly-A-containing mRNA molecules using poly-T oligo-attached magnetic beads. Following purification, the mRNA is fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into first-strand cDNAs using SuperScript II reverse transcriptase (Invitrogen) and random primers, which was followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then went through an end repair process, the addition of a single “A” base, and then ligation of the indexing adapters. The products were then purified and enriched with PCR to create the final cDNA library. The libraries were quantified using qPCR according to the qPCR Quantification Protocol Guide (KAPA Library Quantification kits for Illumina Sequencing platforms) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies). Indexed libraries were then submitted to an Illumina NovaSeq (Illumina), and the paired-end (2 × 100 bp) sequencing was performed by Macrogen.

### RNA-Seq Analysis

Transcript abundance was estimated with Salmon (v1.1.0) (Patro et al., 2017) in Quasi-mapping-based mode onto the Mus musculus genome (GRCm38) with GC bias correction (–gcBias). Quantified gene-level abundance data was imported to R (v.3.5.3) with the tximport (Soneson et al., 2015) package, and differential gene expression analysis was carried out using R/Bioconductor DEseq2 (v1.22.2) (Love et al., 2014). Some genes were filtered out when their adjusted *p* values were null value, failing to pass the independent filtering step in DESeq2, and when an HGNC (HUGO Gene Nomenclature Committee) human gene did not exist for a given mouse gene. For independent quality control, the percentage of mapped reads (y-axis) was plotted against the number of mapped reads (x-axis). The scatter plots were drawn using MultiQC tools and the statistics data from Salmon. Principle component analysis (PCA) was performed for the regularized log transform (rlog) of the normalized counts using plotPCA tools implemented in DEseq2. Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *P* values were adjusted for multiple testing for each developmental stage and comparisons with the Benjamini–Hochberg correction. Genes with an adjusted *P* value of less than 0.05 were considered as differentially expressed. Volcano plots were generated using the R ggplot2 (v.3.1.1) package. The Gene Ontology (GO) enrichment analyses were performed using DAVID software (version 6.8) (Huang da et al., 2009) on the human background. Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database^1^.

### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis (GSEA)^2^ (Subramanian et al., 2005) was used to determine whether *a priori*-defined gene sets would show statistically significant differences in expression between WT and *Shank2*-mutant mice. Enrichment analysis was performed using GSEAPreranked (gsea-3.0.jar) module on gene set collections downloaded from Molecular Signature Database (MSigDB) v7.0^3^. GSEAPreranked was applied using the list of all genes expressed, ranked by the fold change and multiplied by the inverse of the *P* value with recommended default settings (1,000 permutations and a classic scoring scheme). The False Discovery Rate (FDR), which adjusts different gene set sizes and multiple testings, was estimated to control the false-positive finding of a given Normalized Enrichment Score (NES) by comparing the tails of the observed and null distributions derived from 1,000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered significantly enriched.

GSEA for biological functions were performed using the entire list of genes with transcriptional changes ranked by *p* values from the four transcript groups (W3-HT, W3-HM, W12-HT, and W12-HM) as inputs (Supplementary Table 1) and the Gene Ontology gene sets in the C5 subdomains at the GSEA site (^2^cellular component, biological process, molecular function; 10,185 gene sets as of now). For ASD-related/risk GSEA, the same inputs and the following gene sets were used (specific gene names in these gene sets are listed in Supplementary Table 9); DEG_Up_Voineagu, Co-Exp_Up_M16_Voineagu, DEG_Down_Voineagu, and Co-Exp_Down_M12_Voineagu (Voineagu et al., 2011; Werling et al., 2016), SFARI genes (all) (Abrahams et al., 2013), SFARI (high confidence, belonging to category 1) (Abrahams et al., 2013)^4^, FMRP targets (Darnell et al., 2011; Werling et al., 2016), DeNovoMis (protein-disrupting or missense rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), DeNovoVariants (protein-disrupting rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), and AutismKB (Autism KnowledgeBase) (Xu et al., 2012; Yang et al., 2018), and cell-type-specific gene sets (Kang et al., 2011).

## Results

### Differentially Expressed Gene Analyses of Heterozygous and Homozygous *Shank2*-Mutant Transcriptomes at Weeks 3 and 12

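RNA from the PFC of single mice was sequenced as mRNA libraries at 3 and 12 weeks of age, hereafter W3 and W12. There were 5 wild-type (WT), 5 *Shank2* heterozygous (HT) and 5 *Shank2* homozygous (HM) mice at W3 and 4 of each genotype at W12, 27 mice in all. The authors estimated transcript abundance with Salmon on GRCm38 with GC bias correction, summed it per gene with tximport, and deposited DESeq2-normalized counts per gene, scaled over all 27 samples together. Totals of the normalized counts per sample, in units of 1e+06, were 29.99 to 30.87 (median 30.17) in W3-WT, 30 to 30.56 (median 30.29) in W3-HT and 29.61 to 30.85 (median 29.91) in W3-HM. At W12 they were 29.72 to 30.08 (median 29.91) in WT, 29.31 to 29.58 (median 29.37) in HT and 29.49 to 30.09 (median 29.69) in HM. Because these totals follow the normalization, the number of reads behind each sample is unknown, and no counting error is given. From there, log2 of the normalized count plus 1 was fitted with limma, with the 3 genotypes of an age in one model and a variance trend over mean expression. The fit covered genes with a mean normalized count of at least 10 at that age, 17056 genes at W3 and 17250 at W12. *P* values were adjusted by the Benjamini–Hochberg method within each comparison, and genes with an adjusted *p* value under 0.05 were counted as differentially expressed genes (DEGs). For single genes, the mean log2 values of the mutant and WT mice were also compared by a two-sided exact permutation test, whose smallest possible *p* value is 0.00794 for 5 mice against 5 and 0.0286 for 4 against 4. The choices most open to change were the log offset, the filter on low counts, the fit of the genotypes together, the scaling between samples and the equal weighting of mice.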

To determine transcriptomic changes in the PFC of heterozygous (HT; *Shank2*^±^) and homozygous (HM; *Shank2*^–/–^) *Shank2*-mutant mice at juvenile (3 weeks) and adult (12 weeks) stages (W3-HT, W3-HM, W12-HT, and W12-HM mice), relative to wild-type mice (W3-WT and W12-WT; five mice for W3-WT/HT/HM mice and four mice for W12-WT/HT/HM mice), we performed RNA-Seq and analyzed the obtained data. 

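Clustering by genotype was measured by the mean silhouette width of the 3 genotypes in the first 2 principal components of the 500 most variable genes. A width of 1 means tight separate groups, and a width at or below 0 means that mice lie no closer to their own genotype than to another. The mean width was -0.0319 at W3 (15 mice, one-sided permutation test with 100000 permutations of the genotype labels, p = 0.14). It was 0.191 at W12 (12 mice, one-sided exact test over all 5775 groupings, p = 0.00537). The first and second components held 14.5% and 11.1% of the variance at W3 and 15.6% and 13.2% at W12. Taking 4 components moved the W12 width most, to 0.0757, and the *p* values of the W12 alternatives ranged from 0.00346 to 0.023 by the same exact test. The difference in width between the 2 ages was not tested.

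**Figure D1:**
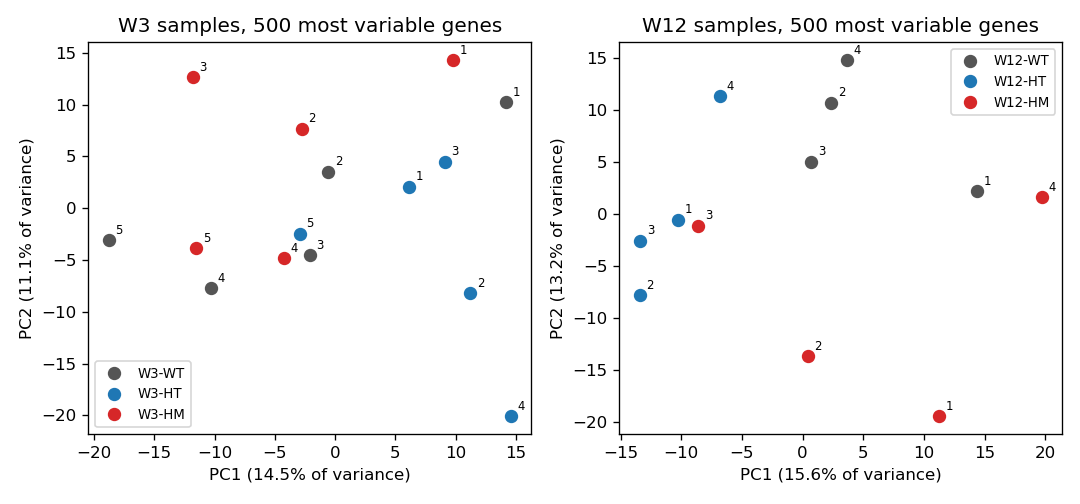
Principal component scores of the W3 mice (left) and W12 mice (right), computed separately at each age over the 500 most variable genes. Points are single mice, coloured by genotype and numbered by replicate, and the axes give each component's share of the variance. At W3 the genotypes overlap (silhouette width -0.0319), and at W12 they overlap less (0.191).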

W3 and W12 transcriptomes showed an age-dependent increase in clustering, as shown by PCA (principal component analysis) plots (Supplementary Figure 1).

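The targeted gene was examined first. At W3, *Shank2* was measured at 9380 ± 892 normalized counts (SD, n = 5) in WT, 6632 ± 381 (SD, n = 5) in HT and 3888 ± 549 (SD, n = 5) in HM mice. At W12 it was 7225 ± 403 (SD, n = 4) in WT, 4799 ± 563 (SD, n = 4) in HT and 2995 ± 383 (SD, n = 4) in HM mice. The log2 fold change against WT was -0.50 in W3-HT (SE 0.08, adjusted *p* = 0.0685) and -1.28 in W3-HM (SE 0.08, adjusted *p* = 6.89e-08). It was -0.60 in W12-HT (SE 0.09, adjusted *p* = 0.0218) and -1.28 in W12-HM (SE 0.09, adjusted *p* = 5.14e-06). In all 4 comparisons every mutant mouse was below every WT mouse, so the exact permutation test gave its smallest possible value. The W3-HT value passed the threshold under 9 of 12 alternatives that keep all mice and record it, where the log2 fold change lay between -0.55 and -0.45. It also passed under limma voom weights, which are not among the 12. With each mouse left out in turn, it passed in 0 of 10 fits (adjusted *p* values from 0.0682 to 0.312), and the W12-HT value passed in 5 of 8 (0.0172 to 0.115). 1 W3-HM mouse, at 4838 normalized counts, stood apart from the other 4, which ranged from 3502 to 3869.

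**Figure D2:**
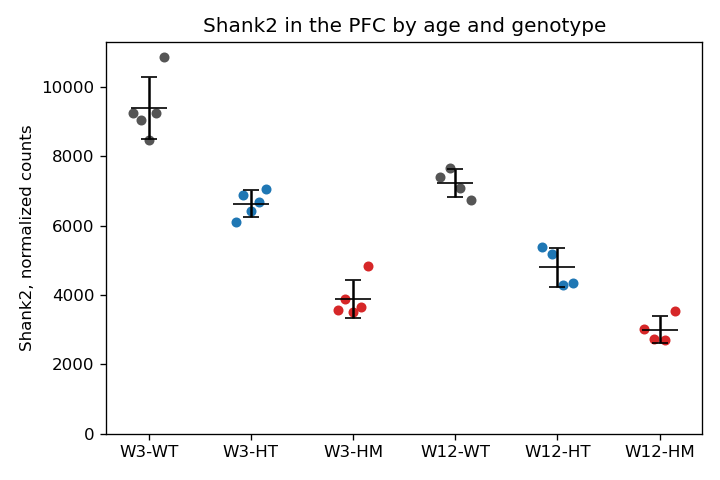
Normalized counts of *Shank2* in each mouse by age and genotype. Points are single mice, the wide bar is the mean and the error bar is the SD (n = 5 at W3 and n = 4 at W12). No mutant mouse reaches the lowest WT mouse of its age.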

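At W3, 1 gene passed the threshold in W3-HT mice (1 higher and 0 lower than WT) and 13 passed in W3-HM mice (4 higher and 9 lower). With an unadjusted *p* value under 0.05 there were 1287 genes in W3-HT and 1069 in W3-HM, where 852.8 of the genes tested would be found by chance. Among 100 regroupings of the same mice per comparison, the true one included, 13 had at least as many such genes in W3-HT and 27 in W3-HM, and the medians of the others were 689 and 863. The single W3-HT gene was *Gm26793*, a gene annotated as antisense that lies 470066 bp downstream of *Shank2*, and it was higher in 5 of 5 HT mice (log2 fold change 3.82, SE 0.31, adjusted *p* = 9.21e-06). After *Shank2* and *Gm26793*, the smallest *p* values in W3-HM mice were those of *Lynx1* (log2 fold change -0.28, SE 0.04, adjusted *p* = 0.0118), *Hrk* (0.41, SE 0.06, adjusted *p* = 0.0156) and *Mt2* (-0.60, SE 0.09, adjusted *p* = 0.0192). Each of these 3 genes was changed in the same direction in 5 of 5 HM mice. Under alternatives that keep all mice, the W3-HM count ranged from 2 (only WT and HM mice fitted) to 27 (limma sample weights), and the W3-HT count from 0 to 2. Leaving out 1 mouse at a time, these counts ranged from 2 to 16 and from 1 to 3. All 8 W3-HT DEGs of Supplementary Table 2 and all 49 W3-HM DEGs listed there changed in the same direction here, each with an unadjusted *p* value under 0.05, and 0 and 12 of them passed the threshold. When the adjustment covered only the paper's list, all 8 and all 49 passed, but a list called on these same mice shows no stability. Apart from *Shank2* and *Nfib*, the W3-HT list holds *4931414P19Rik*, *Cp*, *Cep350*, *Sbno1*, *Clock* and *Mdp1*, with log2 fold changes of 0.83, 0.46, 0.29, 0.21, 0.20 and -0.23 and adjusted *p* values from 0.477 to 0.561. For each of these 6 genes, no WT mouse lay among the HT mice.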

At week 3, eight and 50 DEGs were identified in the PFC of W3-HT and W3-HM mice, respectively, compared to WT mice at 3 weeks (Figures 1A–C and Supplementary Tables 1, 2; see W3-HT/HM tabs). Only two of the identified DEGs (Shank2 and NFIB; 3.6%) overlapped between 3W-HT and 3W-HM. 

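*Nfib* (ENSMUSG00000008575) lies on chromosome 4 from 82290173 to 82705750. It was measured at 3333 ± 99.0 normalized counts (SD, n = 5) in W3-WT, 3670 ± 84.8 (SD, n = 5) in W3-HT and 3814 ± 88.0 (SD, n = 5) in W3-HM mice. The log2 fold change was 0.14 in W3-HT (SE 0.03, adjusted *p* = 0.602) and 0.19 in W3-HM (SE 0.03, adjusted *p* = 0.0352), with all 5 mice of each genotype above all WT mice (exact permutation test, two-sided, p = 0.00794 in both). The W3-HM call held in 2 of the 10 fits that left out 1 mouse each. Between the 2 W3 lists the shared gene was *Gm26793*, 1 of the 13 genes in either list (7.69%), and its log2 fold change in W3-HM mice was 4.99 (SE 0.31, adjusted *p* = 6.89e-08). With *Shank2* added, the shared count was 2 under 11 alternatives, among them the looser threshold of an adjusted *p* value under 0.1.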

At week 12, in contrast, we identified many more DEGs in 12W-HT (425; 191 upregulated and 234 downregulated) and 12W-HM (232; 83 upregulated and 149 downregulated) mice compared with W12-WT mice (Figures 1D–F and Supplementary Tables 1, 2; see W12-HT/HM tabs). 

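At W12, 31 genes passed the threshold in W12-HT mice (12 higher and 19 lower) and 27 in W12-HM mice (5 higher and 22 lower). With an unadjusted *p* value under 0.05 there were 2254 and 1964 genes, against 862.5 by chance, and of all 35 regroupings of the mice only the true one had as many in either comparison (medians of the others 582 and 793). Apart from *Shank2* and *Gm26793*, the smallest *p* values in W12-HT mice were those of *Npy* (log2 fold change -0.39, SE 0.05, adjusted *p* = 0.0144), *Myl12b* (-0.38, SE 0.05, adjusted *p* = 0.0164) and *Rpl35a* (-0.28, SE 0.04, adjusted *p* = 0.0218). In W12-HM mice they were those of *Ccnd1* (-1.39, SE 0.13, adjusted *p* = 0.000165), which lies 505437 bp downstream of *Shank2*, *Krt80* (-1.23, SE 0.17, adjusted *p* = 0.00916) and *Myl4* (-0.53, SE 0.08, adjusted *p* = 0.0111). Every one of these 6 genes was lower in 4 of 4 mutant mice than in any WT mouse. Leaving out 1 mouse at a time, the calls of *Npy*, *Myl12b* and *Rpl35a* held in 7, 5 and 2 of 8 fits, and those of *Ccnd1*, *Krt80* and *Myl4* in 8 of 8. The counts depended on the fit: across the alternatives that keep all mice they ranged from 7 (transcript length and GC correction, or a fold change over 1.5) to 199 (limma sample weights) in W12-HT and from 11 (with a fold change over 1.5) to 90 (a principal component of the residuals as a covariate) in W12-HM. Without 1 mouse at a time they ranged from 1 to 43 and from 7 to 46. All 425 W12-HT and all 232 W12-HM DEGs of Supplementary Table 2 changed in the same direction here with an unadjusted *p* value under 0.05, and 26 and 22 of them passed the threshold.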

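At W12, 10 genes passed the threshold in both mutant groups, 20.8% of the 48 genes that passed in either, and all 10 changed in the same direction in HT and HM mice. By the larger of their 2 *p* values, the first 5 were *Gm26793*, *Shank2*, *Fgf15*, *Rpl13* and *Rpl35a*. *Gm26793* had log2 fold changes of 3.93 in W12-HT and 4.68 in W12-HM (SE 0.34 for both, adjusted *p* = 0.000131 and 5.86e-06). *Fgf15*, which shares 761 exonic bases with *Gm26793* on the opposite strand, had log2 fold changes of 3.21 and 3.52 (SE 0.53, adjusted *p* = 0.0309 and 0.0145) from a WT mean of 0.413 normalized counts. Across the alternatives that keep all mice, those of *Fgf15* ranged from 1.10 to 3.29 in W12-HT and from 1.27 to 3.66 in W12-HM. *Rpl13* had -0.42 and -0.49 (SE 0.07, adjusted *p* = 0.0309 and 0.0111), and *Rpl35a* had -0.24 in W12-HM mice (SE 0.04, adjusted *p* = 0.0316). These changes were seen in 4 of 4 mice of each mutant group. Of the 8 fits that left out 1 mouse, the W12-HT call held in 2 for *Fgf15* and 2 for *Rpl13*, and the W12-HM call in 7 for *Fgf15*, 6 for *Rpl13* and 1 for *Rpl35a*. Compared directly, W12-HM and W12-HT mice differed past the threshold in 2 genes, and 1052 genes had an unadjusted *p* value under 0.05. The 2 genes were *Shank2* (log2 fold change of HM against HT -0.68, SE 0.09, adjusted *p* = 0.0223) and *Lars2* (-1.08, SE 0.15, adjusted *p* = 0.0292), past the threshold in 4 and 2 of 8 fits that left out 1 mouse. Both were lower in 4 of 4 HM mice than in any HT mouse. *Lars2* did not fall in steps with gene dosage. At W12 it ranged from 4325 to 6261 normalized counts in WT, 5010 to 7921 in HT and 2749 to 4100 in HM mice. In W3-HM mice it varied widely, from 2264 to 10227.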

Of them, 111 DEGs (20.3%) overlapped between 12W-HT and 12W-HM (see W12-HT-HM overlap tab).

**FIGURE 1:**
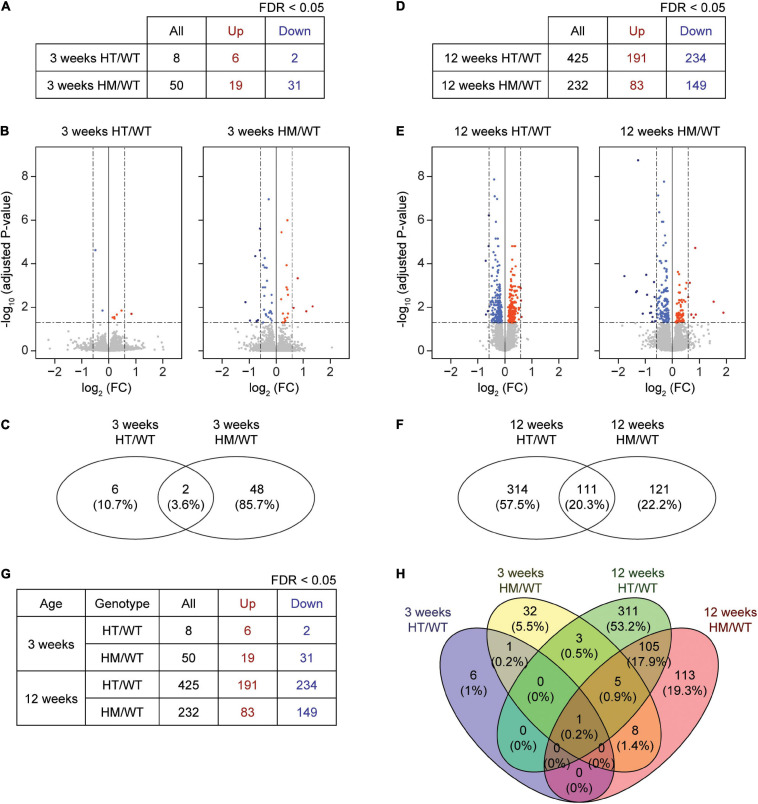
DEG analyses based on RNA-Seq results from W3-HT, W3-HM, W12-HT, and W12-HM *Shank2*-mutant mice. **(A–C)** Summary table, volcano plot, and Venn diagram for DEGs from the prefrontal cortex of W3-HT and W3-HM *Shank2*-mutant mice, relative to WT mice. Red, upregulation; blue, downregulation (*n* = 5 mice for W3-WT/HT/HM; dotted lines indicate adjusted *p* value < 0.05, |FC| > 1.5, of which only adjusted *p* values but not FCs were used to define DEGs). **(D–F)** Summary table, volcano plot, and Venn diagram for the DEGs from the prefrontal cortex of W12-HT and W12-HM *Shank2*-mutant mice, relative to WT mice. Red, upregulation; blue, downregulation (*n* = 4 mice for W12-WT/HT/HM; dotted lines indicate adjusted *p*-value < 0.05, |FC| > 1.5). **(G,H)** Table summarizing all DEGs and a Venn diagram showing the overlaps in DEGs from W3-HT, W3-HM, W12-HT, and W12-HM *Shank2*-mutant mice. Red, upregulation; blue, downregulation.

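The change from W3 to W12 was tested directly, as the difference between the mutant effects at the 2 ages in a fit of all 27 mice and 17175 genes. For the HT effect, 0 genes differed between the ages past the threshold, with 1002 genes at an unadjusted *p* value under 0.05 (858.75 by chance) and a smallest adjusted *p* value of 0.706. For the HM effect, 2 genes differed, with 957 genes at an unadjusted *p* value under 0.05. These were *Ccnd1*, whose HM effect was lower at W12 by a log2 difference of -0.96 (adjusted *p* = 0.0241), and *Rpl27*, with -0.64. *Ccnd1* lies 505437 bp downstream of *Shank2*, and an effect of the targeted allele on nearby genes was not told apart from other causes. Across the alternatives that keep all mice the HT count ranged from 0 to 1 and the HM count from 1 to 6, and with 1 mouse left out they were 0 in every fit and from 0 to 5. The groups held 5 mice at W3 and 4 at W12, so DEG counts at the 2 ages come from fits of different size.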

A numerical comparison of the four DEG sets (Figure 1G) highlighted that there were age-dependent increases in the total numbers of DEGs in both heterozygous and homozygous *Shank2* mice, with a greater increase seen in heterozygous mice. 

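The DEGs of HT mice at W3 and W12 had 1 gene in common, *Gm26793*, which is 3.23% of the 31 genes in either list. Those of HM mice had 4 in common, *Shank2*, *Gm26793*, *Ccnd1* and *Krt80*, which is 11.1% of 36. Apart from *Krt80*, these are *Shank2* itself and genes within 1 Mb of it. Over all genes tested at both ages, whether DEGs or not, the direction of change was the same at W3 and W12 for 59.0% of genes in HT and 57.7% in HM mice. Within an age, HT and HM mice changed in the same direction for 62.2% of genes at W3 and 72.9% at W12, but there both were compared with the same WT mice. Across genes, the log2 fold changes of HT and HM mice correlated with r = 0.414 at W3 and r = 0.547 at W12. When HT and HM mice were each compared with different WT mice, the median r was 0.002 at W3 (-0.191 to 0.12 over 20 divisions of the WT mice) and 0.131 at W12 (0.0917 to 0.214 over 6). Limiting W12 to genes with a mean of at least 100 raised the latter to 0.275. Genes are not independent replicates, so no *p* value is given for these correlations.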

A Venn diagram plotting the DEG numbers showed that there were small overlaps between W3 and W12 DEGs within the HT and HM groups [0.2% (HT) and 5.2% (HM), respectively], compared to the greater overlaps of HT and HM DEGs at W3 (3.6%) and W12 (20.3%) (Figure 1H).

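The W12-HT DEGs were searched for cytosolic ribosomal protein genes, taken by their symbols (Rpl, Rps and the like) because the DAVID annotation was not used here, and 82 such genes were tested at W12. Among the 31 W12-HT DEGs were 6 of these 82 genes, against 25 of the other 17168 genes (Fisher's exact test, two-sided, p = 6.42e-09). Of 8 fits that left out 1 mouse each, 2 kept a *p* value under 0.05 in this test and 6 lost it. The 6 DEGs with all mice included *Rpl13* and *Rpl35a*. In W12-HT mice 79 of the 82 genes were lower than in WT, with a median log2 fold change of -0.17, and 61 had an unadjusted *p* value under 0.05. Genes of one complex change together, so the 82 genes are not independent and the Fisher's exact test takes them as if they were.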

DAVID analysis of W12-HT transcripts (up- and downregulated together) revealed ribosome- and translation-related GO terms in the cellular component (CC), biological process (BP), molecular function (MF), and KEGG (Kyoto Encyclopedia of Genes and Genomes) domains (Figure 2A and Supplementary Table 3). GO terms related to the neuronal cell body, axon, and exosome were overrepresented in the CC domain but not in BP or MF domain.

**FIGURE 2:**
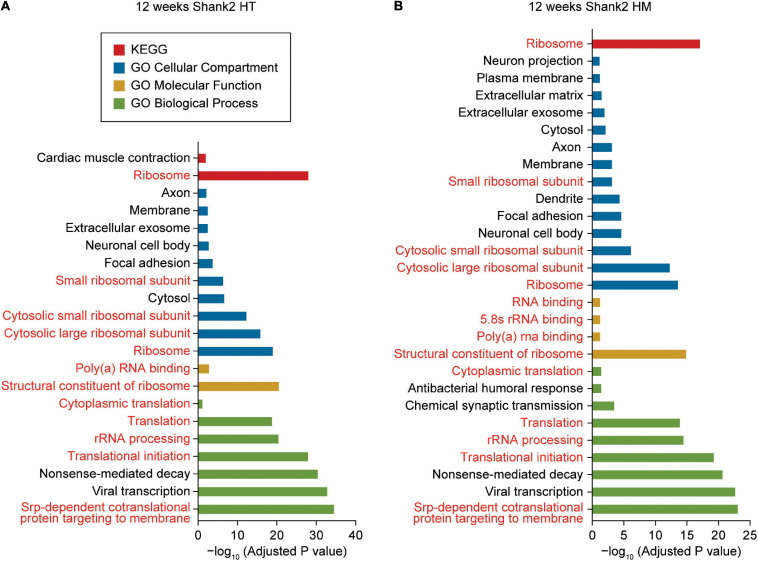
DAVID gene ontology analyses of DEGs from W12-HT and W12-HM *Shank2*-mutant mice. **(A,B)** DAVID gene ontology (GO) analysis of DEGs from W12-HT and W12-HM *Shank2*-mutant mice (adjusted *p*-value < 0.05). Ribosome/translation-related GO terms are indicated in red.

DAVID analysis of W12-HM transcripts (up and downregulated together) highlighted similar GO terms (ribosome/translation-related and neuronal cell body/axon/ exosome-related) (Figure 2B). 

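In W12-HM mice, 6 of the 82 ribosomal protein genes were among the 27 DEGs, against 21 of the other 17168 genes (Fisher's exact test, two-sided, p = 2.62e-09). Both *Rpl13* and *Rpl35a* were again among them. Of the 82 genes 79 were lower than in WT, with a median log2 fold change of -0.15, and 60 had an unadjusted *p* value under 0.05. When only WT and HM mice were fitted, 0 of them passed the threshold. Over the alternatives that keep all mice, the number ranged from 0 to 13 in W12-HM and from 1 to 19 in W12-HT. In fits that left out 1 W12 mouse each, the number ranged from 0 to 7 in both mutant groups. In W12-HM, Fisher's exact test kept a *p* value under 0.05 in 6 of these 8 fits and lost it in 2. The terms for neuronal cell body, axon and exosome rest on the DAVID annotation and were not analysed here.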

The up- and downregulated terms were pooled for these analyses to increase the strength of our analytic results.

### GSEA of Heterozygous and Homozygous *Shank2*-Mutant Transcriptomes at 3 and 12 Weeks for Biological Functions

We additionally performed GSEA, which uses the entire list of genes with transcriptional changes (ranked by *p* values) rather than the relatively small number of DEGs above a particular *p* value or fold change, in order to identify altered biological pathways contributed by modest but coordinate changes in a more reproducible manner (Mootha et al., 2003; Subramanian et al., 2005) (see text footnote 4).

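For GSEA, all tested genes were ranked by the sign of the log2 fold change times -log10 of the *p* value from the limma fit, with classic scoring. The normalized enrichment score (NES) was taken over 10000 permutations of genes, and the false discovery rate (FDR) was adjusted by the Benjamini–Hochberg method over 68 gene sets per comparison. These were the 17 Gene Ontology sets whose members Supplementary Table 8 lists, the 10 ASD sets and 37 cell-type sets of Supplementary Table 9, and 4 sets taken by mouse gene symbol. The 17 Gene Ontology sets had been chosen by the paper as its top sets, and the other C5 sets were not used here. With FDR under 0.05 there were 50 sets in W3-HT (37 positive and 13 negative), 39 in W3-HM (18 and 21), 54 in W12-HT (30 and 24) and 50 in W12-HM (26 and 24). The lowest FDR in each comparison, which the number of permutations limits and many sets share, was 0.00042, 0.000602, 0.000418 and 0.000431, in the same order. Permuting genes treats them as independent, so the NES was also set against the spread between mice by regrouping the same mice. Over regroupings of WT and mutant mice, a median of 36, 36, 32 and 35.5 sets had an NES as far from 0 as the smallest that passed. Regroupings with at least as many such sets as the true grouping numbered 4 of 100 in W3-HT, 42 of 100 in W3-HM, 2 of 35 in W12-HT and 6 of 35 in W12-HM, the true grouping included. The alternative that changed most calls was limma's camera test, which allows for correlation between genes: under it 0, 0, 0 and 4 sets had FDR under 0.05. With each sample first corrected for transcript length and GC content, 26, 36, 30 and 36 of the sets kept FDR under 0.05.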

Gene Set Enrichment Analysis of W3-HT transcripts indicated positive enrichment of the ranked genes (meaning that the upregulated genes are enriched) for synapse- or excitatory postsynapse-related gene sets in the CC, BP, and MF domains of the C5 gene sets (Gene Ontology gene sets; 10,185 gene sets as of now), as shown by the top five gene sets enriched [Figure 3A; Supplementary Figures 2, 3; and Supplementary Table 4 (CC/BP/MF-Up tabs)]. 

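In W3-HT mice, the postsynaptic membrane set (292 genes tested, 197 higher than WT) had an NES of 4.07, the axon development set (454 genes) 3.63 and the passive transmembrane transporter set (330 genes) 3.24, each at the lowest FDR. Single mice were scored by the mean log2 deviation of the genes of a set from their mean at that age. For the postsynaptic membrane set the score was 0.029 ± 0.031 (SD, n = 5) in W3-HT and -0.015 ± 0.016 (SD, n = 5) in W3-WT mice, and the 2 groups overlapped, from -0.013 to 0.072 in HT and from -0.038 to 0.0017 in WT. After the correction for transcript length and GC content, the NES of these 3 sets was 2.02 (FDR = 0.0153), 1.29 (FDR = 0.246) and 1.74 (FDR = 0.0518). Across genes, the W3-HT log2 fold change rose with transcript length (Spearman's rho 0.271) and fell with GC content (rho -0.161), with genes not independent replicates.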

Integration of all of the GSEA results (not just the top five or 10) and the use of EnrichmentMap Cytoscape App (Merico et al., 2010) to visualize clusters of biological functions further highlighted the apparent importance of synapse-related functions and (to a lesser extent) chromatin- and cell body/axon-related functions (Figure 3B). 

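In W3-HT mice, the cytosolic ribosome set (99 genes, 16 higher than WT) had an NES of -5.90, the ribosomal subunit set (176 genes) -6.83 and the set for cotranslational protein targeting to membrane (95 genes) -5.99. Genes for the subunits of oxidative phosphorylation (80 genes by symbol, 6 higher) had an NES of -5.59, and mitochondrial ribosomal proteins (78 genes by symbol, 16 higher) -3.45. All 5 were at the lowest FDR and stayed under 0.05 after the correction for transcript length and GC content, with the cytosolic ribosome at -3.93 and oxidative phosphorylation at -2.89. The score of the cytosolic ribosome set was -0.046 ± 0.033 (SD, n = 5) in HT and 0.022 ± 0.030 (SD, n = 5) in WT mice, with the highest HT mouse at -0.0036 and the lowest WT mouse at -0.0084. For oxidative phosphorylation the score was -0.047 ± 0.069 (SD, n = 5) and 0.034 ± 0.078 (SD, n = 5).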

W3-HT transcripts were negatively enriched for ribosome- and mitochondria-related gene sets in the C5-CC, C5-BP, and C5-MF domains, and these findings were supported by EnrichmentMap visualization [Figures 3C,D; Supplementary Figures 2, 3; and Supplementary Table 4 (CC/BP/MF-Down tabs)]. These functional associations were generally stronger in CC and BP domains relative to the MF domain.

**FIGURE 3:**
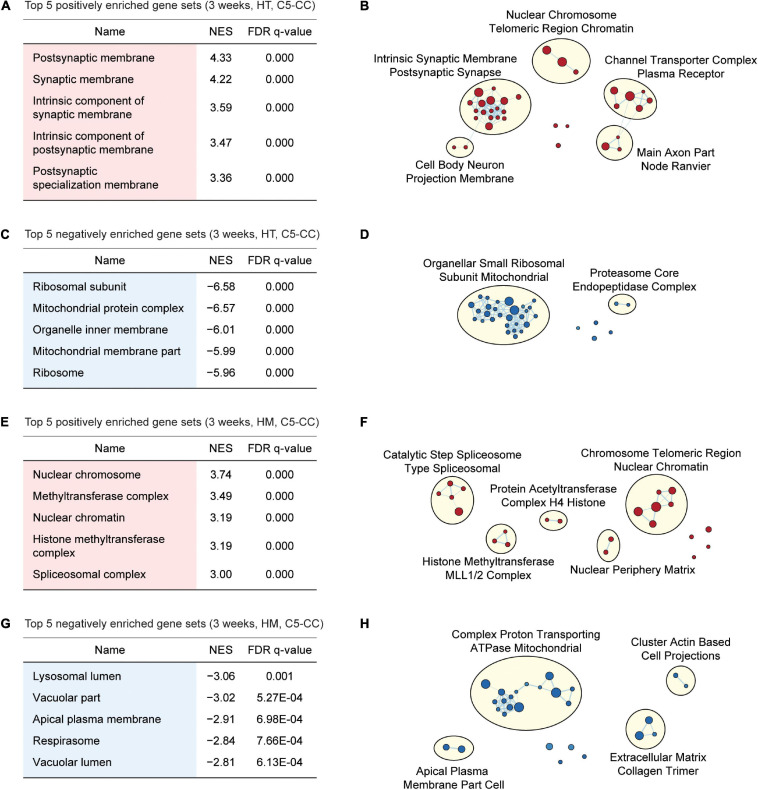
GSEA of transcriptomes from W3-HT and W3-HM *Shank2*-mutant mice for biological functions. **(A–D)** GSEA results for W3-HT transcripts showing the list of top five positively (red) and negatively (blue) enriched gene sets **(A,C)** and their integrated visualization generated using EnrichmentMap Cytoscape App **(B,D)**. Only the results for C5-CC (cellular component) are shown here, and those for C5-BP (biological process) and C5-MF (molecular function) are shown in Supplementary Figures 2, 3. Note that, although the top five gene sets are shown in the main figure tables for simplicity (see the full lists in Supplementary Tables 4–7), EnrichmentMap visualization utilized all of the GSEA results (*n* = 5 mice for WT, HT, and HM, FDR < 0.05). **(E–H)** GSEA results for W3-HM transcripts **(E,G)** and their integrated visualization generated using EnrichmentMap **(F,H)** (*n* = 5 mice for WT, HT, and HM, FDR < 0.05). See Supplementary Figures 4, 5 for GSEA results for C5-BP and C5-MF.

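In W3-HM mice, the nuclear chromosome set (459 genes, 294 higher than WT) had an NES of 3.91, the covalent chromatin modification set (386 genes, 255 higher) 3.86, the chromosomal region set (210 genes) 3.17 and the histone binding set (169 genes) 3.10. The RNA localization set (208 genes, 148 higher) had an NES of 4.02. Each was at the lowest FDR and had FDR under 0.05 after the correction for transcript length and GC content, with the nuclear chromosome set at 3.75. The score of the nuclear chromosome set was 0.014 ± 0.022 (SD, n = 5) in HM and -0.014 ± 0.026 (SD, n = 5) in WT mice, and the groups overlapped.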

Gene Set Enrichment Analysis of W3-HM transcripts indicated positive enrichment for chromatin- and RNA-related gene sets in the C5-CC, C5-BP, and C5-MF domains [Figures 3E,F; Supplementary Figures 4, 5; and Supplementary Table 5 (CC/BP/MF-Up tabs)]. In addition, W3-HM transcripts were, to a modest degree, negatively enriched for lipid/vacuole- and cation/anion transport-related gene sets [Figures 3G,H; Supplementary Figures 4, 5; and Supplementary Table 5 (CC/BP/MF-Down tabs)]. These results suggest that W3-HT (up and down) and W3-HM (up and down) transcripts are enriched in four distinct groups of genes.

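The lipid catabolic process set (232 genes, 74 higher) had an NES of -3.77 in W3-HM mice, the monovalent inorganic cation transmembrane transporter set (279 genes, 100 higher) -3.25 and the lysosomal lumen set (82 genes, 21 higher) -3.22, all at the lowest FDR of that comparison. Sets for anion transport were not used here.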

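Each of these sets was also scored in the other mutant group at W3. In W3-HT mice, the nuclear chromosome set had an NES of 2.05 (FDR = 0.0047), which was 1.55 (FDR = 0.114) after the correction for transcript length and GC content. In W3-HM mice, the postsynaptic membrane set had an NES of 1.42 (FDR = 0.149), the cytosolic ribosome set 0.80 (FDR = 0.719) and oxidative phosphorylation -2.24 (FDR = 0.00286). The cytosolic ribosome set changed sign in W3-HM mice under 6 alternatives, and oxidative phosphorylation had an NES from -3.73 to 0.911 when 1 mouse was left out.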

Gene Set Enrichment Analysis of W12-HT transcripts indicated positive but weak enrichment for synapse- and chromatin-related gene sets in the C5-CC, C5-BP, and C5-MF domains [Figures 4A,B; Supplementary Figures 6, 7; and Supplementary Table 6 (CC/BP/MF-Up tabs)], which contrasts with the strong synapse-related enrichments of W3-HT transcripts. 

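In W12-HT mice, the postsynaptic membrane set (293 genes, 147 higher than WT) had an NES of 1.81 (FDR = 0.0222), and after the correction for transcript length and GC content it was -1.62 (FDR = 0.0655). With the replicate number of the mice also fitted, it was -1.84 (FDR = 0.0227), past the threshold in the opposite direction. The score of this set was 0.0032 ± 0.010 (SD, n = 4) in HT and -0.0036 ± 0.043 (SD, n = 4) in WT mice. The chromosomal region set (210 genes) had an NES of 2.11 (FDR = 0.00398) and the nuclear chromosome set (455 genes) 1.87 (FDR = 0.0174), and after the same correction these were 1.06 and 1.51, no longer past the threshold. Tested directly, the difference in the HT effect on the postsynaptic membrane set between W12 and W3 had an NES of -2.03 (FDR = 0.0137), and 36 of 100 regroupings of the mice gave one as far from 0.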

W12-HT transcripts showed strong negative enrichments for ribosome- and mitochondria-related gene sets [Figures 4C,D; Supplementary Figures 6, 7; and Supplementary Table 6 (CC/BP/MF-Down tabs)], similar to the results from W3-HT transcripts.

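In W12-HT mice, the NES was -6.89 for the cytosolic ribosome set (99 genes, 10 higher than WT), -6.94 for the ribosomal subunit set and -7.52 for the cotranslational targeting set, all at the lowest FDR. It was -5.68 for oxidative phosphorylation (80 genes, 4 higher) and -3.97 for mitochondrial ribosomal proteins (78 genes, 14 higher). The cytosolic ribosome score was -0.046 ± 0.045 (SD, n = 4) in HT and 0.098 ± 0.025 (SD, n = 4) in WT mice, and the highest HT mouse, at 0.020, was below the lowest WT mouse, at 0.064. The oxidative phosphorylation score was -0.045 ± 0.061 (SD, n = 4) in HT and 0.067 ± 0.012 (SD, n = 4) in WT mice, again without overlap. After the correction for transcript length and GC content the 2 sets had an NES of -6.08 and -3.90. Between W12 and W3, the HT effect on the cytosolic ribosome set differed with an NES of -3.10 (FDR = 0.00115), which 60 of 100 regroupings of the mice reached.

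**Figure D3:**
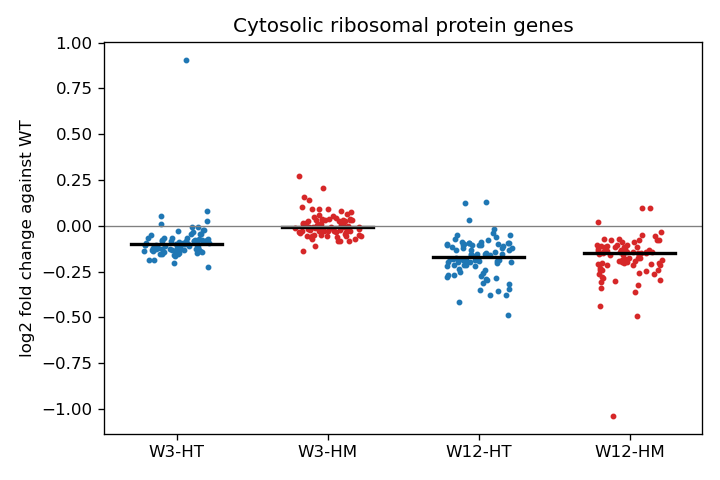
Log2 fold change against WT of each of the 82 cytosolic ribosomal protein genes in the 4 comparisons. Points are genes and the black bar is their median, -0.10 in W3-HT, -0.01 in W3-HM, -0.17 in W12-HT and -0.15 in W12-HM. Lower than WT were 77, 45, 79 and 79 genes, and in W3-HM 25 under sample weights and 36 after the correction for transcript length and GC content.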

**FIGURE 4:**
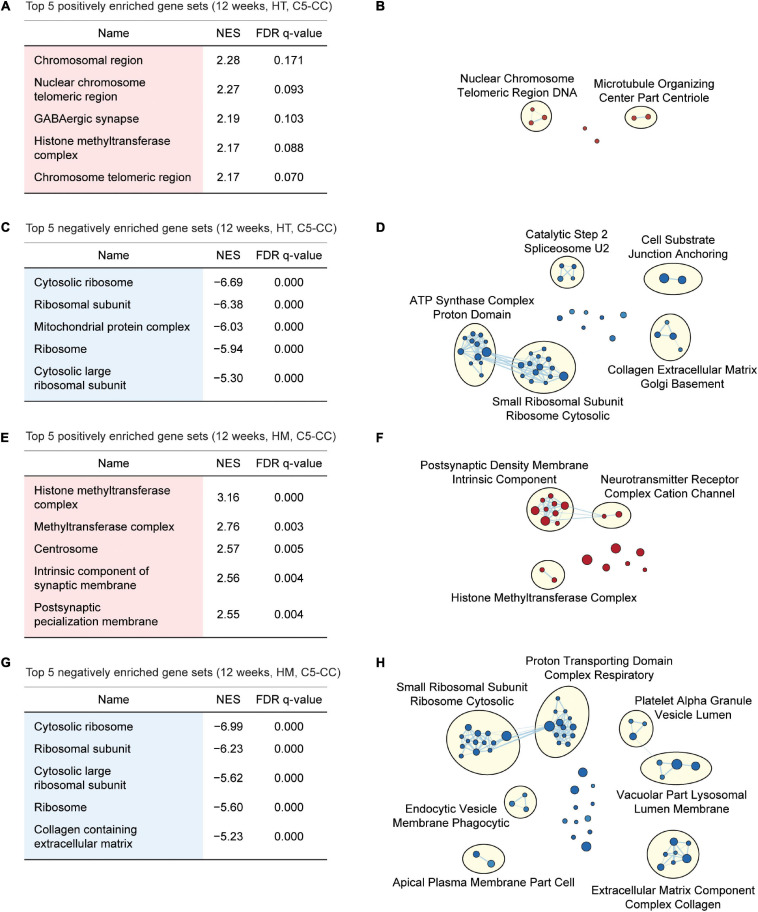
GSEA of transcriptomes from W12-HT and W12-HM *Shank2*-mutant mice for biological functions. **(A–D)** GSEA results for W12-HT transcripts showing the list of top five positively (red) and negatively (blue) enriched gene sets **(A,C)** and their integrated visualization using EnrichmentMap Cytoscape App **(B,D)**. See Supplementary Figures 6, 7 for GSEA results for C5-BP and C5-MF (*n* = 4 mice for WT, HT, and HM, FDR < 0.05). **(E–H)** GSEA results for W12-HM transcripts **(E,G)** and their integrated visualization generated using EnrichmentMap **(F,H)** (*n* = 4 mice for WT, HT, and HM, FDR < 0.05). See Supplementary Figures 8, 9 for GSEA results for C5-BP and C5-MF.

W12-HM transcripts showed weakly positive enrichments for chromatin- and synapse-related gene sets [Figures 4E,F; Supplementary Figures 8, 9; and Supplementary Table 7 (CC/BP/MF-Up tabs)], similar to the results from W12-HT transcripts. In addition, W12-HM transcripts were negatively enriched for ribosome-related gene sets [Figures 4G,H; Supplementary Figures 8, 9; and Supplementary Table 7 (CC/BP/MF-Down tabs)], similar to the results from W3-HT (but not W3-HM) and W12-HT transcripts.

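In W12-HM mice, the covalent chromatin modification set (386 genes) had an NES of 3.34, the histone binding set (169 genes) 3.06 and the histone methyltransferase complex set (78 genes) 2.94, each at the lowest FDR and under 0.05 after the correction for transcript length and GC content. The nuclear chromosome set had 1.46 (FDR = 0.101). For the postsynaptic membrane set (293 genes, 166 higher) the NES was 2.29 (FDR = 0.00176), and 1.58 (FDR = 0.0782) after that correction. Its score was 0.00041 ± 0.030 (SD, n = 4) in HM mice, within the range of the WT mice, -0.058 to 0.032.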

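In W12-HM mice, the NES was -7.20 for the cytosolic ribosome set (99 genes, 11 higher than WT), -6.36 for the ribosomal subunit set and -7.50 for the cotranslational targeting set, all at the lowest FDR. The cytosolic ribosome score was -0.052 ± 0.030 (SD, n = 4), and all 4 HM mice, the highest at -0.0063, were below all WT mice. Corrected for transcript length and GC content, the NES was -6.62. Oxidative phosphorylation (80 genes, 9 higher) had an NES of -4.65. The HM effect on the cytosolic ribosome set differed between W12 and W3 with an NES of -6.72 (FDR = 0.00126), and 6 of 100 regroupings of the mice gave one as far from 0, of which 5 keep the true W12 grouping.

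**Figure D4:**
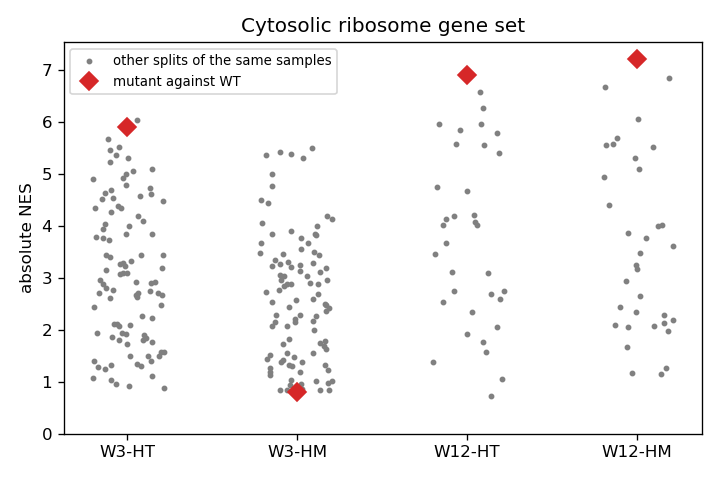
Absolute NES of the cytosolic ribosome set in each comparison of mutant and WT mice (diamonds) and in other splits of the same mice (points). There are 99 other splits at W3 and 34 at W12, and some keep mice of the same replicate number in one group. The true grouping lies above every point in both W12 comparisons and below every point in W3-HM.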

The abovementioned associations of the four transcript sets (W3-HT, W3-HM, W12-HT, and W12-HM) with key biological functions, including synapse, ribosome, mitochondria, and chromosome, were further highlighted by the list of specific genes that played key roles in the enrichments [Supplementary Table 8; a summary of key genes in the top gene set in each category (CC-up/down, BP-up/down, and MF-up/down domains of the four transcript sets) in the tables of Figures 3, 4]. For example, key upregulated synapse-related genes from W3-HT transcripts (CC domain) included Dmd (dystrophin), Slc8A1 (solute carrier family 8 member A1, a Na/Ca exchanger), Kcnb1 (potassium voltage-gated channel subfamily B member 1), Atp2b2 (ATPase plasma membrane Ca^2+^ transporting 2), and Grin2b (glutamate ionotropic receptor NMDA type subunit 2B). 

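In W3-HT mice the log2 fold change was 0.15 for *Dmd*, 0.22 for *Slc8a1*, 0.14 for *Atp2b2* and 0.19 for *Grin2b*, with standard errors from 0.04 to 0.06. *Slc8a1*, for example, was measured at 8674 ± 708 normalized counts (SD, n = 5) in WT and 10063 ± 534 (SD, n = 5) in HT mice, and *Grin2b* at 21072 ± 464 (SD, n = 5) and 24127 ± 2204 (SD, n = 5). For the first 3 genes all HT mice were above all WT mice (exact permutation test, two-sided, p = 0.00794), and for *Grin2b* the test gave p = 0.0238. Over all genes the adjusted *p* value was 0.602 for each of the 4. In *Dmd* and *Slc8a1*, 1 WT mouse lay apart below the other WT mice, at 1906 and 7427 normalized counts.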

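Single genes of the ribosome and mitochondria were examined in W3-HT mice. *Rps27* was measured at 43.9 ± 4.90 normalized counts (SD, n = 5) in WT and 94.7 ± 50.5 (SD, n = 5) in HT mice, a log2 fold change of 0.90 (SE 0.37, adjusted *p* = 0.64, exact permutation test, two-sided, p = 0.111), and was higher in 4 of 5 HT mice. *Rps27rt*, a related gene, was chosen after its values were seen and had -0.12 (SE 0.06, adjusted *p* = 0.657). Whether reads of *Rps27* and *Rps27rt* were told apart was not tested. The log2 fold change was 0.30 for *Malsu1*, 0.07 for *Larp4*, 0.05 for *Eif2d* and 0.09 for *Nsun4*. For *Mrps6*, *Mrps7*, *Mrps5*, *Mrpl22*, *Mrpl4* and *Mrpl1* it lay between 0.03 and 0.07. All 11 were higher than in WT with adjusted *p* values from 0.64 to 0.918, and *Mrpl1* turned to -0.02 when 1 WT mouse with a low value was left out.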

Key downregulated genes associated with ribosome/mitochondria-related functions from W3-HT transcripts (CC domain) included Rps27 (ribosomal protein S27), Malsu1 (mitochondrial assembly Of ribosomal large subunit 1), Larp4 (La ribonucleoprotein 4, an RNA-binding protein), Eif2d (eukaryotic translation initiation factor 2D), Nsun4 (NOP2/Sun RNA methyltransferase 4), and multiple Mrp (mitochondrial ribosomal protein) genes (i.e., MRPS6/MRPS7/MRPS5/MRPL22/MRPL4/MRPL1). Key upregulated chromatin-related genes from W3-HM transcripts included Nabp1 (nucleic acid binding protein 1), Cbx5 (Chromobox 5), Smarca1 (SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily A, member 1), Ago3 (Argonaute RISC catalytic component 3, with roles in RNA interference), Mef2c [myocyte enhancer factor 2C in the MADS box transcription enhancer factor 2 (MEF2) family].

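In W3-HM mice the log2 fold change was 0.25 for *Nabp1*, 0.15 for *Cbx5*, 0.17 for *Smarca1*, 0.20 for *Ago3* and 0.11 for *Mef2c*, with standard errors from 0.04 to 0.08. *Nabp1* was measured at 330 ± 32.3 normalized counts (SD, n = 5) in WT and 391 ± 21.9 (SD, n = 5) in HM mice, of which 1, at 353.7, lay below the other 4. *Mef2c* was measured at 23808 ± 1307 (SD, n = 5) and 25623 ± 1074 (SD, n = 5). Exact permutation tests (two-sided) gave p = 0.0159, 0.0238, 0.0238, 0.0159 and 0.0397, in the order named. Adjusted over all genes, the *p* values were between 0.547 and 0.674. All 5 genes were above the WT mean in 5 of 5 HM mice.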

### GSEA of Shank2-Mutant Transcriptomes for ASD-Related/Risk Gene Sets

Previous studies have reported transcriptomic alterations in ASD (Garbett et al., 2008; Voineagu et al., 2011; Gupta et al., 2014; Parikshak et al., 2016; Velmeshev et al., 2019) and gene sets that are distinctly up- or downregulated in ASD such as DEG_Up_Voineagu, Co-Exp_Up_M16_Voineagu, DEG_Down_Voineagu, and Co-Exp_Down_M12_Voineagu (cortical samples with the age range of 2–56) (Voineagu et al., 2011; Werling et al., 2016) (see Supplementary Table 9 for the whole list of genes). In addition, multiple genes sets for ASD-risk genes have been reported; SFARI genes (all) (Abrahams et al., 2013), SFARI (high confidence, belonging to category 1) (Abrahams et al., 2013) (see text footnote 5), FMRP targets (Darnell et al., 2011; Werling et al., 2016), DeNovoMis (protein-disrupting or missense rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), DeNovoVariants (protein-disrupting rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), and AutismKB (Autism KnowledgeBase) (Xu et al., 2012; Yang et al., 2018; Supplementary Table 9). These ASD-related/risk gene sets were also found to be enriched in the transcriptomes of mice carrying ASD-risk mutations such as *Chd8*- and *Tbr1*-mutant mice in ways similar to those observed in ASD (Jung et al., 2018; Yook et al., 2019). 

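The 10 ASD sets were joined to the mouse genes by human symbol, as for the sets above. At W3 between 79 (DEG_Up_Voineagu) and 1402 (DeNovoMis) genes of a set were tested. These sets differ from the ribosomal ones in the length of their genes: the median transcript length was 6322 bases for FMRP targets and 5211.5 for SFARI (high confidence), against 1271 for the cytosolic ribosome. In W3-HT 7 of the 10 sets had FDR under 0.05, in W3-HM 6, and in both W12 groups all 10. After the correction for transcript length and GC content the numbers were 3, 5, 3 and 3.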

We thus tested whether the four transcript groups (W3-HT, W3-HM, W12-HT, and W12-HM; whole list of genes ranked by *p* values) from *Shank2*-mutant mice show enrichments for these ASD-related/risk gene sets using the same GSEA approach.

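In W3-HT mice, DEG_Up_Voineagu (79 genes, 40 higher than WT) had an NES of -1.30 (FDR = 0.192) and Co-Exp_Up_M16_Voineagu (335 genes, 154 higher) -1.67 (FDR = 0.0405). DEG_Down_Voineagu (116 genes, 61 higher) had 0.95 (FDR = 0.542) and Co-Exp_Down_M12_Voineagu (377 genes, 185 higher) 0.91 (FDR = 0.6). The direction of these 4 sets was not stable. Under limma's sample weights all 4 changed sign, to 1.36, 1.94 (FDR = 0.0114), -1.23 and -1.49. Ranked by log2 fold change, Co-Exp_Down_M12_Voineagu had an NES of 2.83 (FDR = 0.000462). With 1 mouse left out at a time, the NES ranged from -1.51 to 0.979, from -2.67 to 1.54, from -0.977 to 1.57 and from -1.63 to 1.50. The score of Co-Exp_Down_M12_Voineagu was 0.0094 ± 0.024 (SD, n = 5) in HT and 0.0023 ± 0.023 (SD, n = 5) in WT mice.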

In W3-HT, the transcript pattern of ASD-related genes was strongly opposite that seen in ASD patients and model mice: W3-HT transcripts were negatively and moderately enriched for gene sets that are upregulated in ASD (DEG_Up_Voineagu and Co-Exp_Up_M16_Voineagu) and positively enriched for gene sets that are downregulated in ASD (DEG_Down_Voineagu and Co-Exp_Down_M12_Voineagu) (Figure 5A). Moreover, W3-HT transcripts were positively enriched for ASD-risk gene sets that are usually downregulated in ASD likely through missense, non-sense, splice-site, frame-shift, and deletion mutations; these included SFARI genes (all), SFARI (high confidence), FMRP targets, DeNovoMis, DeNovoVariants, and AutismKB (Figure 5A). Therefore, W3-HT transcripts show patterns that are strongly opposite to those observed in ASD (here, called “anti-ASD”).

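In W3-HT mice the NES was 6.34 for SFARI genes (all) (885 genes, 569 higher than WT), 4.90 for SFARI (high confidence) (416 genes, 272 higher), 6.47 for FMRP targets (707 genes, 462 higher), 5.09 for DeNovoMis (1402 genes), 4.72 for DeNovoVariants (287 genes) and 2.79 for AutismKB (152 genes), all at the lowest FDR. Corrected as above, they were 2.69, 1.97, 1.42, 1.66, 2.19 and 1.20, and SFARI (all), SFARI (high confidence) and DeNovoVariants still had FDR under 0.05. The score of SFARI (high confidence) was 0.030 ± 0.023 (SD, n = 5) in HT and -0.024 ± 0.021 (SD, n = 5) in WT mice, with the lowest HT mouse at 0.0046 and the highest WT mouse at 0.0051.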

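Of the 10 ASD sets, 6 were positive and 1 was negative with FDR under 0.05 in W3-HT mice. The negative one was Co-Exp_Up_M16_Voineagu, and 3 of the 4 Voineagu sets did not reach that FDR. From the signs of the sets regulated in ASD and the positive enrichment for ASD-risk genes, which it takes to be reduced in ASD, the paper concludes that the W3-HT pattern runs opposite to ASD.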

**FIGURE 5:**
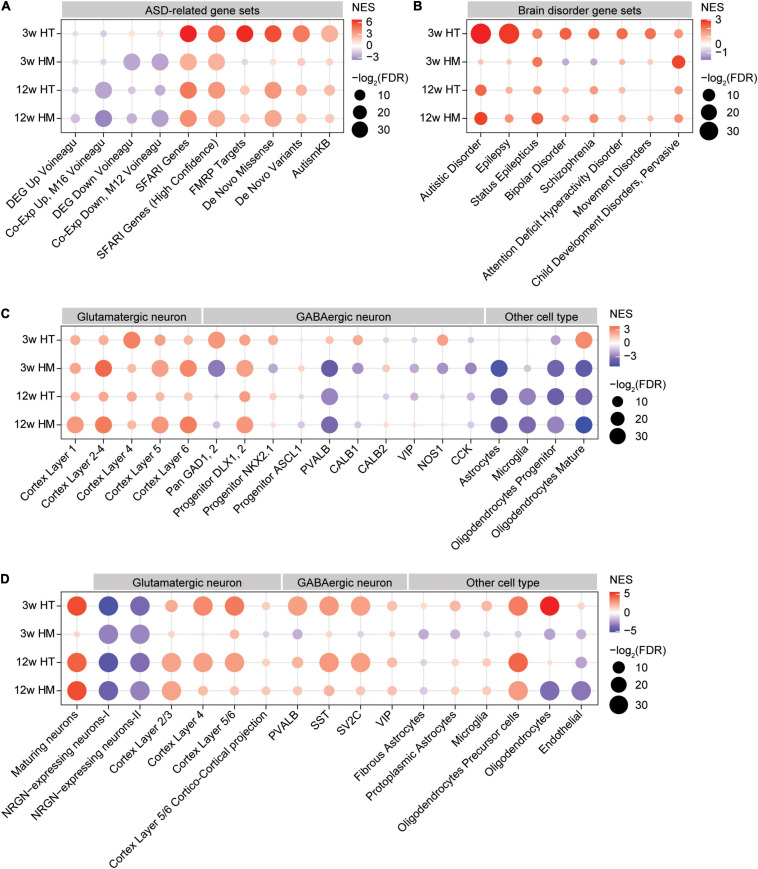
GSEA of transcriptomes from W3-HT, W3-HM, W12-HT, and W12-HM *Shank2*-mutant mice for ASD- and cell type-related gene sets. **(A,B)** GSEA results for all four transcript groups (W3-HT, W3-HM, W12-HT, and W12-HM) showing enrichment patterns for ASD- and brain disorder-related gene sets. The entire lists of genes with transcriptional changes ranked by *p* values were used as inputs. Note that the ASD-related gene sets include those that are upregulated in ASD (DEG_Up_ Voineagu and Co-Exp_Up_M16_ Voineagu), those that are downregulated in ASD (DEG_Down_Voineagu and Co-Exp_Down_M12_ Voineagu), and that ASD-risk genes are likely to be downregulated in ASD [SFARI (all), SFARI (high confidence), FMRP targets, DeNovoMis, DeNovoVariants, and AutismKB] (see Supplementary Table 9 for gene-set details) (*n* = 5 mice for W3-WT/HT/HM and four mice for W12-WT/HT/HM, FDR > 0.05). **(C)** GSEA results for all four transcript groups (W3-HT, W3-HM, W12-HT, and W12-HM) showing enrichment patterns for specific cell type-related gene sets (cell-type-specific; see Supplementary Table 9 for gene-set details). Note that ASD has been associated with downregulation of neuron (glutamate and GABA)- and oligodendrocyte-related genes and upregulation of glia (astrocyte and microglia)-related genes (*n* = 5 mice for W3-WT/HT/HM and four mice for W12-WT/HT/HM). **(D)** GSEA results for all four transcript groups (W3-HT, W3-HM, W12-HT, and W12-HM) showing enrichment patterns for cell-type-specific genes validated by single-cell RNA-Seq results of human cortical tissues (single-cell-type-specific; see Supplementary Table 9 for gene-set details) (*n* = 5 mice for W3-WT/HT/HM and four mice for W12-WT/HT/HM).

W3-HM transcripts were negatively enriched for gene sets that are upregulated in ASD (DEG_Up_ Voineagu and Co-Exp_Up_M16_ Voineagu) (Figure 5A), similar to the pattern in W3-HT transcripts (anti-ASD). However, W3-HM transcripts were negatively and strongly enriched for gene sets downregulated in ASD (DEG_Down_Voineagu and Co-Exp_Down_M12_ Voineagu) (Figure 5A), and thus also exhibited some “pro-ASD” transcription. 

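In W3-HM mice, DEG_Up_Voineagu had an NES of -0.91 and Co-Exp_Up_M16_Voineagu of -0.91 (FDR = 0.567 for both). The sign of the former changed under 8 alternatives and that of the latter under 6, among them the correction for transcript length and GC content, which gave 0.95 and 0.98. Under limma's sample weights Co-Exp_Up_M16_Voineagu had 1.70 (FDR = 0.0397), past the threshold in the opposite direction. DEG_Down_Voineagu (116 genes, 43 higher than WT) had an NES of -2.29 (FDR = 0.00238) and Co-Exp_Down_M12_Voineagu (377 genes, 155 higher) of -2.35 (FDR = 0.00159). The score of the latter was -0.012 ± 0.025 (SD, n = 5) in HM mice, whose range of -0.034 to 0.021 covered that of the WT mice, -0.032 to 0.020.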

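In W3-HM mice, SFARI genes (all) had an NES of 3.01 (509 of 885 genes higher than WT) and SFARI (high confidence) 2.99 (259 of 416 genes), both at the lowest FDR. DeNovoVariants had 1.89 (FDR = 0.015), AutismKB 1.72 (FDR = 0.0494) and DeNovoMis 1.32 (FDR = 0.193). When 1 mouse was left out, DeNovoVariants kept FDR under 0.05 in 7 of 10 fits (1.06 to 2.58) and AutismKB in 4 of 10 (0.66 to 2.22). FMRP targets had -1.12 (FDR = 0.361), with 350 of 707 genes higher. The sign of FMRP targets changed under 4 alternatives, up to 4.28 when genes were ranked by log2 fold change, and ran from -4.59 to 1.64 when 1 mouse was left out. The score of SFARI (high confidence) was -0.0061 ± 0.031 (SD, n = 5) in HM mice.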

W3-HM transcripts were positively enriched for SFARI genes (all), SFARI genes (high confidence), DeNovoMis, DeNovoVariants, and AutismKB but negatively enriched for FMRP targets (Figure 5A). These results from W3-HM mice partly deviate from the W3-HT pattern and suggest that an increase in the dosage of *Shank2* deletion dampens the anti-ASD transcriptomic changes at W3.

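The effect of gene dosage at W3 was tested directly by comparing HM with HT mice. Past the threshold were 2 genes, both lower in HM, and 1779 genes had an unadjusted *p* value under 0.05. They were *Shank2* (log2 fold change -0.78, SE 0.08, adjusted *p* = 0.000302) and *Ppm1l* (-0.26, SE 0.04, adjusted *p* = 0.049, past the threshold in 2 of 10 fits that left out 1 mouse), and each was lower in 5 of 5 HM mice than in any HT mouse. The count ranged from 1 to 35 across the alternatives.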

W12-HT and W12-HM transcripts showed patterns in line with anti-ASD changes. 

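At W12, DEG_Up_Voineagu (79 genes, 28 higher than WT in each mutant group) had an NES of -1.78 in HT (FDR = 0.0213) and -2.02 in HM mice (FDR = 0.00678), and Co-Exp_Up_M16_Voineagu (335 genes) -3.09 and -4.03, both at the lowest FDR. Corrected for length and GC content, DEG_Up_Voineagu had -1.47 and -1.54 and no longer passed. DEG_Down_Voineagu (118 genes) had an NES of -2.17 in HT (FDR = 0.00262) and -2.53 in HM mice, and Co-Exp_Down_M12_Voineagu (381 genes, 156 and 155 higher) -2.62 and -2.84, the last 3 at the lowest FDR. The score of Co-Exp_Down_M12_Voineagu was 0.018 ± 0.041 (SD, n = 4) in WT, -0.0065 ± 0.025 (SD, n = 4) in HT and -0.012 ± 0.013 (SD, n = 4) in HM mice.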

The W12-HT/HM transcripts were negatively enriched for gene sets upregulated in ASD (DEG_Up_ Voineagu and Co-Exp_Up_M16_ Voineagu), although they were negatively enriched for some gene sets downregulated in ASD (DEG_Down_Voineagu and Co-Exp_Down_M12_ Voineagu). W12-HT/HM transcripts were also positively enriched for SFARI genes (all), SFARI (high confidence), FMRP targets, DeNovoMis, DeNovoVariants, and AutismKB (Figure 5A). These patterns are more similar to that of W3-HM than W3-HT.

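The NES in W12-HT mice was 4.13 for SFARI genes (all) (503 of 890 genes higher than WT), 3.70 for SFARI (high confidence), 3.62 for DeNovoMis, 2.63 for DeNovoVariants and 2.45 for FMRP targets, all at the lowest FDR, and 2.41 for AutismKB (FDR = 0.000808). In W12-HM mice it was 3.56, 2.73, 2.50, 2.04, 1.72 and 1.70, with FDR from 0.000431 to 0.0398. With that correction none of the 6 was positive with FDR under 0.05 in either group. FMRP targets then had -2.46 in HT mice (FDR = 0.00201, past the threshold in the other direction), and the NES of DeNovoVariants in HT (-1.09), AutismKB in HM (-0.73) and SFARI (high confidence) in HM mice (-0.57) were negative without passing it. The score of SFARI (high confidence) was -0.013 ± 0.041 (SD, n = 4) in WT, 0.015 ± 0.0080 (SD, n = 4) in HT and -0.0022 ± 0.033 (SD, n = 4) in HM mice.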

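The difference between the ages was tested directly for 2 of these sets. For Co-Exp_Down_M12_Voineagu, the W12 effect less the W3 effect had an NES of -2.52 in HT (FDR = 0.00274, reached by 51 of 100 regroupings of the mice) and -1.43 in HM mice (FDR = 0.189, reached by 77 of 100). For SFARI (high confidence) it had -1.22 in HT (FDR = 0.353) and 0.72 in HM mice (FDR = 0.874). The similarity of the W12 patterns to those of W3-HM and W3-HT mice was not itself tested.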

The four transcript groups (W3-HT, W3-HM, W12-HT, and W12-HM) were minimally enriched for other brain disorder-related gene sets, compared with ASD-related/risk gene sets, in DisGeNet^5^ (Pinero et al., 2020; Figure 5B). One exception was the relatively strong enrichment of W3-HT, but not the other three transcripts, for genes related to epilepsy, in line with that (1) epilepsy is one of the comorbidities of ASD, (2) epilepsy symptoms were observed in individuals with *SHANK2*-related genetic variations (although rare) (Leblond et al., 2012), and (3) *Shank2* expression is altered in epileptic humans and rat models (Fu et al., 2020). These results collectively suggest that W3-HT transcripts show unique and strong anti-ASD transcriptomic changes, whereas the other three transcript sets (W3-HM, W12-HT, and W12-HM) show both anti-ASD and pro-ASD changes.

### GSEA of Shank2-Mutant Transcriptomes for Cell Type-Specific Gene Sets

Autism spectrum disorders has been associated with cell-type-specific changes in gene expression, including decreased neuronal gene expression and increased/decreased glial cell expression (increased astrocyte/microglia-related genes and decreased oligodendrocyte-related genes) (Voineagu et al., 2011; Werling et al., 2016). We thus tested if Shank2 transcripts from W3/12-HT/HM mice show any cell-type-specific enrichments, using cell-type-specific gene sets (Kang et al., 2011) and single-nucleus cell-type-specific gene sets (Velmeshev et al., 2019) (see Supplementary Table 9 for further details).

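Of the cell-type sets of Supplementary Table 9, 20 from Kang et al. and 17 from Velmeshev et al. were scored. In W3-HT 12 of the 20 Kang sets were positive and 1 negative with FDR under 0.05, in W3-HM 6 and 10, in W12-HT 7 and 6, and in W12-HM 6 and 5. For the 17 Velmeshev sets the numbers were 11 and 2, 1 and 4, 10 and 3, and 8 and 4. Such sets measure the summed RNA of a cell type in the dissected tissue, so that a change in the share of cells and a change in their expression give the same NES.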

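All 5 cortical glutamate neuron sets of Kang et al. were positive with FDR under 0.05 in W3-HT mice, with an NES of 3.20 for layer 4 (69 of 96 genes higher than WT) and 2.08 for layers 2–4 (57 of 97 genes, FDR = 0.00648). After the correction for transcript length and GC content these were 1.30 (FDR = 0.246) and 1.12 (FDR = 0.412), and none of the 5 kept FDR under 0.05.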

W3-HT transcripts were positively enriched for cortical glutamate neuron-related gene sets identified across different cortical layers (Figure 5C; Kang et al., 2011). Similarly, W3-HT transcripts were largely positively enriched for GABA neuron-related gene sets, including those for parvalbumin-positive neurons (Figure 5C; Kang et al., 2011). 

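The parvalbumin-positive neuron set (92 genes, 55 higher than WT) had an NES of 1.38 in W3-HT mice (FDR = 0.141). Its sign changed under limma's sample weights, to -0.71, and the NES ran from -0.80 to 2.27 when 1 mouse was left out.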

For glia-related gene sets, W3-HT transcripts were positively and strongly enriched for oligodendrocyte (mature)-, but not for astrocyte- or microglia-related gene sets.

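Mature oligodendrocytes (90 genes, 65 higher than WT) had an NES of 2.81 in W3-HT mice, at the lowest FDR, and 2.73 after the correction for transcript length and GC content. Their score was 0.085 ± 0.058 (SD, n = 5) in HT and 0.0091 ± 0.12 (SD, n = 5) in WT mice, which ranged from -0.11 to 0.17 and so covered all HT mice. Astrocytes (92 genes) had an NES of -0.69 (FDR = 0.855), with a sign that changed under 7 alternatives.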

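In W3-HM mice the set for glutamate neurons of layers 2–4 had an NES of 3.95 (71 of 97 genes higher than WT), and all 5 glutamate layers of Kang et al. had a positive NES with FDR under 0.05. The parvalbumin-positive neuron set had -3.75, with 18 of 92 genes higher than WT, at the lowest FDR of that comparison.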

W3-HM transcripts were also positively enriched for cortical glutamate neuron-related gene sets, similar to W3-HT transcripts; however, they were largely negatively enriched for GABA neuron-related gene sets, including those associated with parvalbumin-positive neurons (Figure 5C). 

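In W3-HM mice the NES was -4.69 for astrocytes (13 of 92 genes higher than WT) and -4.19 for mature oligodendrocytes (17 of 90 genes), both at the lowest FDR. Microglia (89 genes, 39 higher) had -1.22 (FDR = 0.266), which ran from -1.95 to 0.956 when 1 mouse was left out. The score of mature oligodendrocytes was -0.094 ± 0.13 (SD, n = 5) in HM mice, from -0.21 to 0.089, and overlapped with that of WT mice.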

W3-HM transcripts were negatively enriched for all three glia-related gene sets (astrocyte, microglia, and oligodendrocytes).

W12-HT and W12-HM transcripts were positively enriched for cortical glutamate neuron-related gene sets and largely negatively enriched for GABA neuron-related gene sets (Figure 5C). In addition, W12-HT and W12-HM transcripts were negatively enriched for glia-related gene sets (astrocytes, microglia, and oligodendrocytes).

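At W12 the layers 2–4 glutamate set had an NES of 2.64 in HT and 3.40 in HM mice, and the other 4 glutamate layers of Kang et al. were also positive with FDR under 0.05 in both. The parvalbumin-positive neuron set had -2.88 in HT (29 of 92 genes higher than WT) and -3.49 in HM mice (21 of 92 genes), at the lowest FDR.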

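The NES of astrocytes was -4.04 in W12-HT and -3.92 in W12-HM mice, that of microglia -2.29 (FDR = 0.00204) and -3.23, and that of mature oligodendrocytes -3.80 (20 of 90 genes higher than WT) and -4.96 (13 of 90 genes). All but the first microglia value were at the lowest FDR, and all 6 kept FDR under 0.05 after the correction for transcript length and GC content, with mature oligodendrocytes at -4.28 and -5.24. The score of mature oligodendrocytes was 0.11 ± 0.13 (SD, n = 4) in WT, -0.011 ± 0.045 (SD, n = 4) in HT and -0.099 ± 0.12 (SD, n = 4) in HM mice, with overlap between WT and both mutant groups.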

Therefore, W3-HT transcripts are strongly anti-ASD based on upregulated neuronal (both glutamate and GABA) and oligodendrocyte genes, whereas the other three transcripts (W3-HM, W12-HT, and W12-HM) are partly anti-ASD (upregulated glutamate neuronal genes and downregulated astrocyte/microglia genes) and pro-ASD (downregulated oligodendrocyte genes).

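The NES of mature oligodendrocytes was positive in W3-HT and negative in the other 3 mutant groups. Tested directly, the HT effect on this set differed between W12 and W3 with an NES of -4.72 (FDR = 0.00115), and 8 of 100 regroupings of the mice gave one as far from 0. For the HM effect the difference had an NES of -2.72 (FDR = 0.00126), which 40 of 100 regroupings reached.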

Lastly, the four transcript groups (W3-HT, W3-HM, W12-HT, and W12-HM) were tested cell-type-specific genes validated by single-cell RNA-Seq results of human cortical tissues (Velmeshev et al., 2019). 

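Among the Velmeshev sets, mature neurons (NEU-MAT, 121 genes) had an NES of 4.76 in W3-HT (94 genes higher than WT), 1.28 in W3-HM (FDR = 0.228), 4.32 in W12-HT and 4.67 in W12-HM mice. NRGN-expressing neurons (NEU-NRGN-I, 328 genes) had -5.32, -2.81 (FDR = 0.00111), -5.26 and -4.12 in the same order. Oligodendrocytes (227 genes) had 5.28 in W3-HT (171 higher than WT), -2.05 in W3-HM (94 higher, FDR = 0.0101), 1.45 in W12-HT (114 higher, FDR = 0.1) and -3.57 in W12-HM mice (85 higher). The W12-HT value changed sign after the correction for transcript length and GC content, to -2.50, and ran from -2.85 to 2.03 when 1 mouse was left out. Oligodendrocyte precursors (OPC, 151 genes) had 3.58 in W3-HT and 4.45 in W12-HT mice, and endothelial cells (178 genes) -3.72 in W12-HM mice. Values without an FDR were at the lowest of their comparison. In W3-HM mice the sign of NEU-MAT changed under limma's sample weights, to -1.87. When 1 mouse was left out, the W3-HM values ran from -6.10 to -0.88 for NEU-NRGN-I and from -3.57 to -1.26 for oligodendrocytes. Each of these lost the threshold in 3 of 10 fits.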

The overall enrichment patterns were similar to those described above (Figure 5C) in that W3-HT transcripts were uniquely and strongly anti-ASD, with upregulated neuronal and oligodendrocyte genes, and that the other three transcripts were less strongly anti-ASD, as shown by moderately upregulated neuronal and oligodendrocyte genes and largely downregulated astrocyte/microglia genes (Figure 5D).

## Discussion

In the present study, we analyzed and compared the transcriptomic changes occurring in the PFC of four different Shank2-mutant mouse groups (W3-HT, W3-HM, W12-HT, and W12-HM) using DEG and GSEA analyses. Our goal was to provide insight into the molecular changes induced in the PFC by *Shank2* heterozygous and homozygous deletions across juvenile and adult stages in mice.

Our analyses identified differential transcriptomic changes in heterozygous and homozygous *Shank2*-mutant mice across juvenile and adult stages and interesting biological functions, including those associated with synapse, ribosome, mitochondria, chromatin, GABA neuron, and oligodendrocyte. Before interpreting these results, the following limitations of the study should be pointed out. First, the fact that some biological functions are missing in a subset of the four transcript groups does not necessarily mean that they do not exist. They could be present, but the statistical powers may be low; we used only 4–5 mice per group. Second, the biological functions identified in the present study involving up- or downregulations of the genes are those that work only at the transcript level and are not supported by any functional results. In addition, the transcriptional changes may not reflect functional up- or downregulations but merely reflect compensatory transcriptional changes, which often move toward opposite directions, although additional hints could come from whether the changes are anti- or pro-ASD (see below).

One interesting transcriptomic change was the increase in synapse (particularly excitatory postsynapse)-related gene expression in W3-HT mice, which was not observed in W3-HM, W12-HT, or W12-HM mice (Figures 3, 4). Given that Shank2 is a core component of excitatory postsynaptic protein complexes (Kim and Sheng, 2004; Grabrucker et al., 2011; Sala et al., 2015; Mossa et al., 2017), and the loss of *Shank2* exons 6 and 7 suppresses excitatory synaptic transmission mediated by NMDARs in the mPFC, hippocampus, and amygdala (Won et al., 2012; Lee et al., 2015; Chung et al., 2019), and that the W3-HT transcriptome has anti-ASD nature, the upregulation of excitatory synapse-related genes in W3-HT mice is likely to represent indirect changes that compensate for reduced excitatory transmission. However, although W3-HM mice show decreased NMDAR function in the mPFC, the previous studies did not directly test if W3-HT mice show reduced excitatory synaptic transmission in the PFC or hippocampus (Won et al., 2012; Chung et al., 2019).

Although W3-HM mice did not display altered synapse-related gene expression, they did show increased chromatin-related gene expression. This suggests that a stronger *Shank2* deletion (HM relative to HT) converts the “color” of the transcriptomic changes from synapse- to chromatin-related gene expression changes. It is tempting to speculate that broader changes in the expression levels of chromatin remodeling-related genes are required to compensate for the deficits induced by a stronger *Shank2* deletion. In line with this, human cortical neurons carrying *SHANK2* mutations with excitatory synaptic hyperconnectivity show chromatin-related changes in gene expression (Zaslavsky et al., 2019). In addition, chromatin-related changes have frequently been associated with ASD (De Rubeis et al., 2014) and observed in mice lacking *Shank3* (a relative of *Shank2*) (Zhu et al., 2014; Ma et al., 2018; Qin et al., 2018; Wang et al., 2019; Zhang et al., 2021).

The increased synaptic gene expression observed in W3-HT mice is markedly weakened in W12-HT mice, where only moderate increases in synapse- and chromatin-related gene expression were observed. It is possible that the continued absence of *Shank2* expression across juvenile and adult stages dampens the compensatory gene expression changes. In addition, it could be that the period of active synapse development and flexible synapse-related transcriptomic changes comes to an end roughly around the third postnatal week and does not persist into adulthood (Sheng and Kim, 2011). Moreover, the prolonged heterozygous *Shank2* deletion might have changed the nature of the compensatory responses from synapse-only changes to those involving both synapse- and chromatin-related gene expressions. Notably, W12-HM mice show transcript patterns that are similar to those of W12-HT mice (moderate increases in synapse- and chromatin-related gene expressions), suggesting that prolonged *Shank2* deletion weakens the dosage-dependent effects of *Shank2* loss at W12, which were strong at W3 between HT and HM mice. This could be attributable to age-dependent changes or some compensatory changes such as altered expression of other members of the Shank family (i.e., Shank3), as reported previously (Schmeisser et al., 2012).

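*Shank3* (chromosome 15, 89499623 to 89560261) was measured at 9151 ± 803 normalized counts (SD, n = 4) in W12-WT, 8330 ± 375 (SD, n = 4) in W12-HT and 9259 ± 834 (SD, n = 4) in W12-HM mice. Its log2 fold change was -0.13 in W12-HT (SE 0.07, adjusted *p* = 0.433, exact permutation test, two-sided, p = 0.0857) and 0.02 in W12-HM (SE 0.07, adjusted *p* = 0.959, exact permutation test, two-sided, p = 0.914). At W3 it was 0.01 in HT and 0.07 in HM mice (adjusted *p* = 0.987 and 0.942). 1 W12-WT mouse, at 10350 normalized counts, lay apart from the other 3, which ranged from 8733 to 8774. *Shank1* (chromosome 7, 44310253 to 44360572) had log2 fold changes of 0.05, 0.07, -0.02 and 0.10 in W3-HT, W3-HM, W12-HT and W12-HM mice, with adjusted *p* values from 0.72 to 0.955. Signs of such small changes were not stable: *Shank3* in W3-HT and W12-HM and *Shank1* in W12-HT mice changed sign when 1 mouse was left out.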

Another notable transcriptomic change observed in W3-HT mice was the downregulations of ribosome- and mitochondria-related genes. This change was not observed in W3-HM mice, where only moderate decreases in lipid- and cation transport-related gene expression levels were observed. This suggests that *Shank2* deletions of different dosages induce distinct changes in gene downregulations at W3, similar to the distinct upregulatory patterns seen at W3 (synapse- and chromatin-related genes in W3-HT and W3-HM mice, respectively). Notably, equally strong decreases in ribosome/mitochondria-related gene expression levels were observed in W12-HT mice, suggesting that, unlike the substantial dampening of synapse gene upregulations across W3 and W12, there is no age-dependent dampening of transcriptomic downregulations. In addition, W12-HM mice also showed strong decreases in ribosome-related gene expressions. It thus seems that decreases in ribosome/mitochondria-related gene expression levels represent the strongest and most widespread transcriptomic changes observed in three out of the four transcript sets (W3-HT, W12-HT, and W12-HM, but not W3-HM). Although we named some of the genes associated with ribosome/mitochondrial functions in Results based on the relative contributions to the enrichments, caution should be taken in narrowing down to specific genes because there are multiple gene sets associated with a single biological function (i.e., ribosome), and there are multiple genes in a single gene set that contributed to the enrichments. It is possible that moderate but coordinated transcriptional changes in many genes can lead to strong gene-set enrichments, which might be occurring in ribosome/mitochondria genes in Shank2-mutant mice.

It is unclear how ribosome/translation-related genes are downregulated in *Shank2*-mutant mice. Protein synthesis is thought to be reciprocally connected with synaptic proteins and functions under the context of ASD-risk gene functions (Santini and Klann, 2014). In addition, Shank2 is known to coordinate excitatory synaptic signaling pathways (Grabrucker et al., 2011; Sheng and Kim, 2011; Sala et al., 2015; Mossa et al., 2017). It is, therefore, possible that suppressed NMDAR or excitatory synaptic functions in *Shank2*-mutant mice are associated with the decreased ribosome/translation-related transcriptomic activities, perhaps through mTOR signaling, a central regulator of translational initiation and synaptic and neuronal functions implicated in various brain disorders, including ASD (Hoeffer and Klann, 2010; Costa-Mattioli and Monteggia, 2013; Borrie et al., 2017; Saxton and Sabatini, 2017; Switon et al., 2017; Winden et al., 2018; Bagni and Zukin, 2019; Sossin and Costa-Mattioli, 2019) and known to be regulated by synaptic receptors, including NMDARs and metabotropic glutamate receptors (mGluRs) (Hoeffer and Klann, 2010). However, our GSEA on *Shank2*-mutant transcriptomes did not detect any significant changes in mTOR signaling-related gene expressions, although altered mTOR signaling should be directly tested at the protein level using protein phosphorylation/activity as readouts. Intriguingly, bi-allelic but not mono-allelic deletion of *Shank2* has been shown to increase Akt phosphorylation without changes in total protein levels during early neuronal differentiation in SH-SY5Y cells, which involved decreased apoptosis and increased cell proliferation (Unsicker et al., 2021), suggesting that Shank2 regulates mTOR signaling downstream of receptor tyrosine kinase activation.

Intriguingly, mitochondria-related gene expressions are changed largely in parallel with those of ribosome/translation-related genes in W3-HT, W12-HT, and W12-HM mice. Mitochondrial dysfunctions have been extensively implicated in ASD (Lombard, 1998; Oliveira et al., 2005; Weissman et al., 2008; Giulivi et al., 2010; Frye and Rossignol, 2011; Anitha et al., 2012; Rossignol and Frye, 2012; Frye et al., 2013; Legido et al., 2013; Goh et al., 2014; Siddiqui et al., 2016; Hollis et al., 2017; Khemakhem et al., 2017; El-Ansary et al., 2018; Rose et al., 2018; Frye, 2020; Singh et al., 2020). In addition, mitochondria critically regulate synapse formation and synaptic transmission and plasticity (Li et al., 2004, 2020; Vos et al., 2010; Sheng and Cai, 2012; Lee A. et al., 2018; Rossi and Pekkurnaz, 2019). It is possible that excitatory synaptic defects induced by *Shank2* deletion, likely accompanying altered mTOR and ribosome/translation functions, may affect mitochondrial functions. Indeed, mTOR signaling regulates mitochondrial functions, in addition to protein synthesis, in mammalian cells to coordinate the energy consumption involved in protein translation with the energy production by mitochondria (Morita et al., 2015). Alternatively, mitochondria carry a few own genes required for oxidative phosphorylation, and mitochondrial ribosomes (mitoribosomes) are required for their translation (Amunts et al., 2015; Greber et al., 2015). Notably, downregulated ribosome-related genes from W3-HM transcripts included those for multiple MRPs (nuclear-encoded mitochondrial ribosomal, or mitoribosomal, proteins), known to regulate mitoribosome biogenesis and mitochondrial translation implicated in human diseases (Smits et al., 2010; Boczonadi and Horvath, 2014), and Malsu1, a regulator of mitoribosome biogenesis and mitochondrial translation (Rorbach et al., 2012; Wanschers et al., 2012; Fung et al., 2013). It is possible that mitochondrial dysfunctions in *Shank2*-mutant mice might induce downregulations of genes associated with mitoribosome biogenesis and mitochondrial translation.

GSEA for ASD-related gene sets indicate that W3-HT transcripts show enrichment patterns that are strongly opposite to those observed in ASD (Figure 5). The gene sets that are downregulated in ASD are negatively enriched (pro-ASD) in W3-HM, W12-HT, and W12-HM, but positively enriched in W3-HT (anti-ASD). In addition, the positive enrichment of W3-HT transcripts for synapse-related gene sets is opposite to the finding that synapse-related gene functions are downregulated in ASD post-mortem cortex (Voineagu et al., 2011). In these contexts, therefore, W3-HT transcripts again show the strongest and most unique anti-ASD patterns.

The four transcript groups are also similarly enriched for the ASD-related cell-type gene sets. W3-HT transcripts show positive enrichment for glutamate neuron-related gene sets (anti-ASD), and similar results are seen in the other three groups (W3-HM, W12-HT, and W12-HM). However, W3-HT transcripts are positively enriched for GABA neuron-related gene sets (anti-ASD), whereas the other three groups show negative enrichments, or less strong positive enrichments, for GABA neuronal genes (pro-ASD). Given the decreased neuronal gene expression in ASD (Voineagu et al., 2011) and mouse models of ASD (Jung et al., 2018; Yook et al., 2019), these results, together with the abovementioned results, indicate that W3-HT transcripts are uniquely and strongly anti-ASD. These early and strong transcriptomic changes might underlie the lack of strong autistic-like behavioral phenotypes in heterozygous *Shank2*-mutant mice, although hyperactivity was observed in these mice (Won et al., 2012). In addition, these results further suggest that decreased GABA neuron-related gene expression and consequent GABA neuronal dysfunction might promote ASD-like phenotypes in *Shank2*-mutant mice. Consistent with this possibility, parvalbumin-positive neuron-specific deletion of *Shank2* (exon 6 + 7) leads to moderate hyperactivity, enhanced self-grooming, and suppressed seizure susceptibility in mice (Lee S. et al., 2018). In addition, promoting GABAergic synaptic transmission rescues cognitive deficits observed in adult homozygous *Shank2*-mutant mice (Lim et al., 2017).

W3-HT transcripts show strong positive enrichment for oligodendrocyte-related gene sets, whereas the other three groups show negative, or only moderate, enrichments. Given that downregulation of oligodendrocyte-related gene sets, but not those related to astrocytes or microglia, has been implicated in ASD (Voineagu et al., 2011), our present results suggest that W3-HT transcripts but not the other three are anti-ASD patterns. Whether this difference differentially affects the density and function of oligodendrocytes in *Shank2*-mutant mice remains to be determined, although abnormalities in oligodendrocytes and axonal myelination have been associated with ASD (Graciarena et al., 2018; Galvez-Contreras et al., 2020; Kawamura et al., 2020a,b).

In summary, our study demonstrates that heterozygous and homozygous *Shank2* (exons 6 + 7) deletions in mice at W3 and W12 induce differential transcriptomic changes, and that these are distinct at W3 but become more similar at W12. Our study also identifies distinct functional groups of genes whose expression changes are associated with *Shank2* deletions in mice, such as those related to synapses, chromatin, ribosomes, mitochondria, GABA neurons, and oligodendrocytes.

## Data Availability Statement

The RNA-Seq datasets presented in this study can be found in the GEO (Gene Expression Omnibus) repository under Accession Number (GSE168211).

## Ethics Statement

The animal study was reviewed and approved by the committee of animal research at KAIST (KA2020-99).

## Author Contributions

SL, EL, HJ, and HK performed RNA-Seq analysis. EK and EL designed research and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ASD: autism spectrum disorders
DEG: differentially expressed genes
GO: gene ontology
GSEA: gene set enrichment analysis
CC: cellular component
BP: biological process
MF: molecular function
SFARI: Simons Foundation Autism Research Initiative
AutismKB: Autism KnowledgeBase
KEGG: Kyoto Encyclopedia of Genes and Genomes
GABA: gamma amino butyric acid

How the deposited data were processed for this re-analysis (not part of the article)

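RNA from the prefrontal cortex of 27 single mice was analysed: 5 WT, 5 HT and 5 HM mice at 3 weeks (W3) and 4 of each genotype at 12 weeks (W12). No samples were pooled. The genotype and age of each mouse were taken from the sample labels, and the name of each column in the deposited table matched 1 sample.

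The deposited table holds the authors' gene-level signal: read abundances that the authors estimated with Salmon in quasi-mapping mode on GRCm38 with GC bias correction, summed per gene with tximport and normalized with DESeq2. From the values, each was divided by a size factor of its sample and by a factor for transcript length of its gene, and the 27 samples were scaled together. Whole numbers made up 0.328% of the values, and all of these were 0, so read counts were not recovered, a count test was not run, and the depth of each sample is unknown. No counting error is therefore given for any value, and the precision stated is the spread between mice. The paper left out of its results genes that failed the independent filtering of DESeq2 and genes without an HGNC human gene. No filter is stated for the deposited table, whose lowest gene mean was 4.597. Of the genes in the table, 18744 had an entry in GENCODE M21, with a transcript length and GC content, and 15326 were protein-coding.

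Differential expression was tested with limma (version 3.58.1 in R 4.3.3) on log2 of the value plus 1, with a variance trend over mean expression. Genes with a mean of at least 10 over the samples of an age were kept, 17056 at W3 and 17250 at W12. The 3 genotypes of an age were fitted together, because Supplementary Table 1 gives 1 mean per gene for the HT and HM sheets of an age. Differences between the ages were tested in a fit of all 27 samples (17175 genes). *P* values were adjusted by the Benjamini–Hochberg method, with a threshold of 0.05 on the adjusted *p* value alone, as in the legend of Figure 1. Single genes were also compared by two-sided exact permutation tests, and counts of genes by Fisher's exact test. Clustering by genotype was measured by silhouette width, with a permutation of the genotype labels.

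Genes were named by a rule set beforehand: *Shank1*, *Shank2* and *Shank3*, every gene the Results text names, the W3-HT DEGs of Supplementary Table 2, and the 5 genes with the smallest *p* values among those past the threshold in each comparison (of the shared W12 DEGs, the 5 with the smallest larger *p* value). Some results for single genes are not reported here. Genes named outside this rule are said to be chosen after their values were seen.

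Gene sets were tested by preranked GSEA with classic scoring, written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 (figures with matplotlib 3.10.9). Genes were ranked by the sign of the log2 fold change times -log10 of the *p* value, with 10000 permutations of genes, and the FDR covered 68 sets per comparison. The Methods give the ranking as the fold change multiplied by the inverse of the *p* value, and the rank metric in Supplementary Table 8 is the sign times -log10 of the *p* value of Supplementary Table 1. Which of these sets are reported one by one was chosen after the NES were seen: the ASD sets, the sets behind the paper's sentences and 7 main sets. The 7 main sets are the cytosolic ribosome, oxidative phosphorylation, the postsynaptic membrane, the nuclear chromosome, the M12 module (Co-Exp_Down_M12_Voineagu), SFARI (high confidence) and mature oligodendrocytes. M16 stands for Co-Exp_Up_M16_Voineagu. Permuting genes ignores their correlation, so each NES was also compared with regroupings of the mice and with limma's camera test.

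The alternatives covered the log offset (10), the filter on low values (none, or a mean of at least 100), the genotypes fitted together, quantile normalization, scaling to the median ratio over the top 5000 genes, sample weights, voom weights, the first principal component of the residuals as a covariate, a correction for transcript length and GC content (splines with 5 degrees of freedom) and each mouse left out in turn. They also covered the threshold (adjusted *p* value under 0.1, or a fold change over 1.5), genes with a human gene (7339 genes, by a rule built from the paper's own tables), the ranking by log2 fold change, and WT mice divided between HT and HM. A restriction to protein-coding genes was added after seeing the data. The possible pairing of the mice comes from the replicate numbers in the sample labels, and the fit with these numbers as a block is given in the closing section.

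The scripts were tested on simulated data with 200 changed genes. At W3 they recovered 161 of these with 5 false calls, and at W12 156 with 5 false calls. A simulated set of 100 shifted genes had an NES of 4.46 at W3 and 4.28 at W12, and sets that were not shifted 1.33 and -0.62. Of 200 random sets per comparison, between 8 and 13 had an unadjusted *p* value under 0.05.

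Supplementary Figure 1, the DisGeNet sets, the DAVID annotation and Gene Ontology sets whose members Supplementary Table 8 does not list were not used here.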

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

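Of the tests in this part, those of the splits that keep neither age's grouping, of genes near *Shank2*, of a wide flank of another strain, of a mislabelled sample and of reads shared between overlapping genes were chosen only after the result was seen.

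The gene *Gm26793*, annotated as antisense and not discussed in the paper, was nearly absent from WT mice and present in all mutant mice. Its log2 fold change was 3.82 in W3-HT, 4.99 in W3-HM, 3.93 in W12-HT and 4.68 in W12-HM mice. The size of this change depended on the processing. Across the alternatives that keep all mice it ranged from 1.81 to 3.87, 2.77 to 5.08, 2.28 to 3.98 and 2.93 to 4.77, in the same order. Mean normalized counts were 1.42 in W3-WT and 2.52 in W12-WT, against 30.0 and 68.4 in W3-HT and W3-HM and 53.7 and 87.1 in W12-HT and W12-HM mice. All 18 mutant mice were above the highest WT value of 4.24, the lowest at 21.6. This restates the observation and cannot show HT and HM mice exchanged, so a mislabelled sample was tested with *Shank2*, which would then put a mouse at the level of another genotype. All 18 mutant mice were below every WT mouse of their age in *Shank2*, and all 9 HM mice below every HT mouse, which goes against a mislabelled sample. The gene overlaps *Fgf15* on the opposite strand, and 761 of its 2732 exonic bases are annotated to both genes. Reads from one of them could be counted for the other, so which of the 2 genes changed cannot be told from these values.

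*Gm26793* lies downstream of *Shank2* on chromosome 7, and the genes around the targeted gene were counted. Within 1 Mb of *Shank2*, 4 of 24 genes tested in W3-HT, 6 of 24 in W3-HM, 9 of 26 in W12-HT and 10 of 26 in W12-HM mice had an unadjusted *p* value under 0.05 (Fisher's exact test against the rest of the genome, two-sided, p = 0.102, 0.00301, 0.00412 and 0.000336). These counts include *Gm26793* and, at W12, *Fgf15*, and so restate in part the change above. Without these 2 genes they were 3 of 23, 5 of 23, 7 of 24 and 8 of 24 (the same Fisher's exact test, p = 0.247, 0.0124, 0.029 and 0.00377), so the W3-HT count is not told apart from the rest of the genome. Single neighbours in W3-HT mice had an unadjusted *p* value under 0.05 all the same. *Ccnd1* had a log2 fold change of -0.32 (exact permutation test, two-sided, p = 0.00794) and *Bc1* of -0.82 (exact permutation test, two-sided, p = 0.0159). Their adjusted *p* values over the genome were 0.561 and 0.602, and both were lower in the other 3 comparisons too. *Mrgprf*, chosen after its values were seen, was higher in W3-HT (0.46, adjusted *p* = 0.64). It was also higher in W3-HM (0.75), W12-HT (0.52) and W12-HM mice (0.59). Genes beyond this window were counted to look for a wide flank of another strain around the allele. From 1 to 10 Mb away the numbers were 10 of 90, 6 of 90, 19 of 94 and 12 of 94, and Fisher's exact test (two-sided) gave p = 0.224, 0.826, 0.0451 and 0.625. An excess of such genes in this window was thus not seen in 3 comparisons. The W12-HT excess would not pass a correction for 4 tests. In HM mice of the same age, with 2 copies of the allele, the share was 12.8%, against 11.3% in the rest of the genome. These values argue against a flank that changes many genes across this window. Genes upstream and downstream were counted together, and *Gm26793*, *Bc1*, *Ccnd1* and *Mrgprf* all lie downstream. A flank on that side alone is therefore not excluded. Neighbouring genes are not independent of each other. A narrow or downstream flank of another strain, a direct effect of the deletion on nearby genes and an effect of lower *Shank2* expression were not told apart. No biological explanation is therefore offered.

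Genes past the threshold that are not protein-coding, and that the paper's lists leave out, numbered 1 in W3-HT, 1 in W3-HM, 1 in W12-HT and 4 in W12-HM mice. The first 3 are *Gm26793*. The 4 in W12-HM mice are *Gm26793*, the pseudogenes *Gm7334* (log2 fold change 5.88) and *Gm10175* (-0.27), and the antisense gene *Gm26673* (-1.09), and the last 3 were chosen after their values were seen. Reads of a pseudogene and its parent gene are hard to tell apart, which was not tested for these 2.

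The HM effect differed between W12 and W3 in 2 genes, *Ccnd1* and *Rpl27*. Among 100 splits of the mice within each age that part the same-numbered pairs (a random draw, the true one included), 14 gave at least as many genes. Of the 100, 17 keep the true W12 grouping and 9 the true W3 grouping, and so carry the effect of that age. Of the 14, 11 keep the former, and of the 75 splits that keep neither, 0 gave as many (957 genes had an unadjusted *p* value under 0.05 in the true split). The 14 of 100 thus mostly restate the W12 effect, and the splits that keep neither go against a random split of the mice as the source of the difference. That second count was chosen after the result was seen, and other causes were not tested, so no biological explanation is offered.

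In 14 of 170 groups of mice, 1 sample lay far from the others, where 8.5 are expected by chance. At W3 these were *Shank2* in HM mice (4838 normalized counts, the others from 3502 to 3869), *Dmd* in WT (1906, others 2047 to 2099), *Slc8a1* in WT (7427, others 8797 to 9118), *Mrpl1* in WT (269, others 330.2 to 349.9), *Nabp1* in HM (353.7, others 392 to 407.2) and *Bc1* in WT mice (279.8, others 405.3 to 435.8). At W12 they were *Shank3* in WT (10350, others 8733 to 8774), *Bc1* in WT (397, others 484.3 to 495.6), *Npy* in WT (1655, others 1473 to 1497), *Lars2* in HT (5010, others 7508 to 7921), *Rpl13* in HM (4400, others 3549 to 3685), and *Fgf15* in HT (32.76, others 7.167 to 8.977) and in HM mice (6.171, others 18.31 to 20.19). *Bc1*, the small lincRNA gene near *Shank2*, was chosen after its values were seen. The cytosolic ribosome score in W12-HM mice had 1 sample at -0.006337, with the others from -0.07081 to -0.06102.

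That sample is replicate 4 of the W12-HM mice, which also had the lowest limma sample weight of the 12 W12 mice, 0.408, and the highest score of them, 0.824, on the first principal component of the residuals. With limma sample weights on all mice the W12-HM DEG count was 85, and without this mouse it was 46, against 27 with all mice weighted equally. No technical cause was tested for this sample or for the other outlying values, and no biological explanation was tested.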

How the results depend on the processing

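None of the tests in this part was chosen after its result was seen, but some choices were. The restriction to protein-coding genes only was such a choice. So was the rule that a set compared with different WT mice keeps its call when most divisions of the WT mice keep it. The main sets were chosen after the NES were seen, and some named genes, such as *Bc1* and *Rps27rt*, after their values were seen. All other alternatives, and the fit given beside the paper's sentences, were chosen before the data were examined. For every change listed below, the cause was not tested.

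Counted over each result and each alternative that does not leave out a mouse, the NES of the 7 main sets kept its direction and its side of the threshold 391 times, lost the threshold 39 times, gained it 4 times and changed sign 14 times. For the other sets the numbers were 1313, 138, 23 and 52. For the named genes besides *Shank2* they were 786, 41, 11 and 3, and *Shank2* kept its call 39 times and gained it 9 times. Counts, correlations and silhouette widths moved by more than their margin (1.5 times for a count of genes) 99 times and stayed within it 134 times, and 1 count of ribosomal protein genes lost its test. Replacing the log offset of 1 by 10 moved no count beyond that margin.

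Camera apart, these sets kept direction and threshold under all 15 alternatives, with the NES in the range given: the cytosolic ribosome in W3-HT (-5.97 to -3.84), W12-HT (-7.00 to -5.46) and W12-HM (-7.25 to -5.88), oxidative phosphorylation in W3-HT (-5.90 to -2.72), W12-HT (-5.83 to -3.90) and W12-HM (-5.02 to -3.39), the nuclear chromosome in W3-HM (3.06 to 4.00) and the postsynaptic membrane in W3-HT (2.02 to 4.38). So did mature oligodendrocytes in W3-HT (2.37 to 3.04), W3-HM (-4.43 to -3.56), W12-HT (-4.29 to -3.47) and W12-HM (-5.69 to -4.70), SFARI (high confidence) in W3-HT (1.97 to 5.15) and W3-HM (1.73 to 3.02), and M12 in W3-HM (-3.40 to -1.86), W12-HT (-3.03 to -2.26) and W12-HM (-3.31 to -1.71).

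In the fit given beside the paper's sentences there were 1 DEG in W3-HT, 13 in W3-HM, 31 in W12-HT and 27 in W12-HM, 2 in HM against HT at each age, and 0 and 2 in the age differences of the HT and HM effects. Shared were 1 gene between HT and HM at W3, 10 at W12, 1 between the ages in HT and 4 in HM.

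Fitting only the 2 genotypes compared, there were 2 DEGs for W3-HT and W3-HM, 9 for W3 HM against HT, 47 for W12-HT, 15 for W12-HM and 0 for W12 HM against HT, the shared DEGs numbered 2 for W3 HT and HM, HT W3 and W12 and HM W3 and W12 and 4 for W12 HT and HM, the value was 0 for the ribosomal protein genes among DEGs W12-HM, and *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.50. All 27 samples fitted at once, there were 2 DEGs for W3-HT, 9 for W3 HM against HT, 83 for W12-HT and 55 for W12-HM, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12 and 25 for W12 HT and HM, and *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.50. A change of sign was seen, to -0.84 for cytosolic ribosome in W3-HM, 0.95 for DEG_Up_Voineagu in W3-HM and 0.56 for astrocytes in W3-HT. The 0 DEGs of W12 HM against HT stand beside 1052 genes with an unadjusted *p* value under 0.05 in the fit of all 3 genotypes, and the 0 ribosomal protein genes beside 60 such genes.

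Restricted to genes with a mean value of at least 100, there were 0 DEGs for W3-HT, the shared DEGs numbered 0 for W3 HT and HM and HT W3 and W12, the value was 0.621 for the log2 fold change correlation HT and HM W12, and the value was 0.275 for the log2 fold change correlation HT and HM W12, different WT mice. Opposite in sign were the NES of -0.94 for cytosolic ribosome in W3-HM, 0.72 for astrocytes in W3-HT and -0.63 for nuclear chromosome in the HT age difference. No longer past the threshold was the NES of nuclear chromosome in W12-HT, at 1.58. Without a filter on low values, there was 1 DEG for W3 HM against HT. Among genes with an HGNC human gene, there were 0 DEGs for W3-HT, 10 for W3 HM against HT, 120 for W12-HT and 54 for W12-HM, and the shared DEGs numbered 0 for W3 HT and HM and HT W3 and W12 and 26 for W12 HT and HM. Among protein-coding genes only, an alternative chosen after seeing the data, there were 0 DEGs for W3-HT, and the shared DEGs numbered 0 for W3 HT and HM and HT W3 and W12. On the other side of 0 were the NES of -0.84 for cytosolic ribosome in W3-HM and 0.64 for astrocytes in W3-HT. Where W3-HT had 0 DEGs, *Gm26793* was among the genes removed, and 1287 genes had an unadjusted *p* value under 0.05 before the restriction. The human gene rule rests on the paper's own tables, which favours genes the paper calls.

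Under quantile normalization within an age, there were 2 DEGs for W3-HT and 1 for W3 HM against HT, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12, *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.52, and the log2 fold change changed sign to -0.0084 for *Shank3* in W3-HT. Signs of the NES changed, to -1.07 for M12 in W3-HT, -1.08 for cytosolic ribosome in W3-HM, 1.36 for FMRP targets in W3-HM, 0.57 for astrocytes in W3-HT and 0.85 for SFARI (high confidence) in the HT age difference. Rescaled to the median ratio over the top 5000 genes, there were 2 DEGs for W3-HT and 1 for W3 HM against HT, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12, and *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.50. A change of sign was seen, to -0.83 for cytosolic ribosome in W3-HM and 0.86 for DEG_Up_Voineagu in W3-HM.

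Given limma sample weights, there were 2 DEGs for W3-HT, 27 for W3-HM, 31 for W3 HM against HT, 199 for W12-HT, 85 for W12-HM, 1 for W12 HM against HT and 6 for the HM age difference, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12, 46 for W12 HT and HM and 9 for HM W3 and W12, and *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.45. Opposite in sign were the NES of -1.49 for M12 in W3-HT, -1.27 for postsynaptic membrane in W3-HM, 1.94 for M16 in W3-HT, 1.70 for M16 in W3-HM, -1.23 for DEG_Down_Voineagu in W3-HT, 1.36 for DEG_Up_Voineagu in W3-HT, 1.04 for DEG_Up_Voineagu in W3-HM, -1.15 for DeNovoMis in W3-HM, -1.37 for FMRP targets in W12-HM, 0.76 for astrocytes in W3-HT, -0.71 for parvalbumin-positive neurons in W3-HT, -1.87 for NEU-MAT in W3-HM, -1.54 for oligodendrocytes of Velmeshev et al. in W12-HT and 0.71 for M12 in the HM age difference. FDR rose above 0.05 for the NES of 1.53 for nuclear chromosome in W3-HT, 1.57 for postsynaptic membrane in W12-HT and -1.15 for oxidative phosphorylation in W3-HM. FDR fell under 0.05 for the NES of 2.12 for cytosolic ribosome in W3-HM. M16 was past the threshold in its new direction in W3-HT (FDR = 0.0114) and W3-HM (FDR = 0.0397).

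Having the first principal component of the residuals as a covariate, there were 2 DEGs for W3-HT, 35 for W3 HM against HT, 128 for W12-HT, 90 for W12-HM, 4 for W12 HM against HT and 1 for the HT age difference, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12 and 31 for W12 HT and HM, and *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.50. Signs of the NES changed, to 0.86 for DEG_Up_Voineagu in W3-HM. Using limma voom weights, there were 2 DEGs for W3-HT and 1 for W3 HM against HT, and the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12. The covariate can move only the error, not the log2 fold change.

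Corrected for transcript length and GC content, there were 2 DEGs for W3-HT, 1 for W3 HM against HT and the HM age difference and 7 for W12-HT, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12 and 4 for W12 HT and HM, *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.55, and the log2 fold change changed sign to -0.020 for *Shank3* in W3-HT. A change of sign was seen, to -0.73 for M12 in W3-HT and AutismKB in W12-HM, -0.57 for SFARI (high confidence) in W12-HM, -1.62 for postsynaptic membrane in W12-HT, 0.98 for M16 in W3-HM, 0.95 for DEG_Up_Voineagu in W3-HM, -1.09 for DeNovoVariants in W12-HT, 0.89 for FMRP targets in W3-HM, -2.46 for FMRP targets in W12-HT, -2.50 for oligodendrocytes of Velmeshev et al. in W12-HT, -0.88 for nuclear chromosome in the HT age difference and -1.69 for SFARI (high confidence) in the HM age difference. No longer past the threshold were the NES of 1.42 for SFARI (high confidence) in W12-HT, 1.55 for nuclear chromosome in W3-HT, 1.51 for nuclear chromosome in W12-HT and 1.58 for postsynaptic membrane in W12-HM. DEGs higher than WT went from 12 of 31 to 2 of 7 in W12-HT and from 5 of 27 to 6 of 18 in W12-HM with this correction. In W3-HT they went from 1 of 1 to 1 of 2 with it, under quantile normalization and under the median ratio.

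At an adjusted *p* value under 0.1, there were 2 DEGs for W3-HT, 22 for W3-HM, 10 for W3 HM against HT, 135 for W12-HT and 73 for W12-HM, and the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12, 34 for W12 HT and HM and 8 for HM W3 and W12. Requiring also a fold change over 1.5, there were 5 DEGs for W3-HM, 1 for W3 HM against HT, 7 for W12-HT and 11 for W12-HM, and the shared DEGs numbered 5 for W12 HT and HM. Ranking the genes by log2 fold change, reversed in direction were the NES of 0.90 for M16 in W3-HM, 0.93 for DEG_Up_Voineagu in W3-HM, 4.28 for FMRP targets in W3-HM, 1.29 for astrocytes in W3-HT, -0.72 for oligodendrocytes of Velmeshev et al. in W12-HT and -1.87 for SFARI (high confidence) in the HM age difference. FDR rose above 0.05 for the NES of 1.40 for postsynaptic membrane in W12-HT and 1.57 for postsynaptic membrane in W12-HM. FDR fell under 0.05 for the NES of 2.83 for M12 in W3-HT, 1.90 for cytosolic ribosome in W3-HM and 2.25 for postsynaptic membrane in W3-HM. Comparing HT and HM with different WT mice (median NES over the divisions), a change of sign was seen, to -0.13 for cytosolic ribosome in W3-HM, 0.070 for M16 in W3-HM and -0.092 for oligodendrocytes of Velmeshev et al. in W12-HT. In most divisions past the threshold no longer were the NES (medians) of 1.64 for nuclear chromosome in W12-HT and 1.69 for postsynaptic membrane in W12-HT.

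The limma camera test, which allows for correlation between the genes of a set, left 1 of the 24 calls of the 7 main sets past the threshold, the cytosolic ribosome in W12-HM (adjusted *p* value 0.0469, NES -7.25 to -5.88 under the other alternatives). Its adjusted *p* value was 0.843 for M12 in W3-HM, 0.608 for M12 in W12-HT, 0.584 for M12 in W12-HM, 0.167 for SFARI (high confidence) in W3-HT, cytosolic ribosome in W3-HT and postsynaptic membrane in W3-HT, 0.736 for SFARI (high confidence) in W3-HM, 0.287 for SFARI (high confidence) in W12-HT, 0.522 for SFARI (high confidence) in W12-HM, 0.0679 for cytosolic ribosome in W12-HT, 0.264 for nuclear chromosome in W3-HT, 0.182 for nuclear chromosome in W3-HM, 0.304 for nuclear chromosome in W12-HT, 0.81 for postsynaptic membrane in W12-HT, 0.556 for postsynaptic membrane in W12-HM, 0.452 for mature oligodendrocytes in W3-HT, 0.248 for mature oligodendrocytes in W3-HM, 0.27 for mature oligodendrocytes in W12-HT, 0.0869 for mature oligodendrocytes in W12-HM, 0.238 for oxidative phosphorylation in W3-HT, 0.907 for oxidative phosphorylation in W3-HM, 0.181 for oxidative phosphorylation in W12-HT and 0.29 for oxidative phosphorylation in W12-HM. For astrocytes in W3-HT the direction changed, with an adjusted *p* value of 0.985.

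The replicate block fits the replicate number of the mice, which are different animals, as a paired factor. After the genotype means were removed, same-numbered mice had a mean correlation of 0.083 at W3 and 0.0474 at W12, against -0.0207 and -0.0158 for other pairs of mice (one-sided permutation test, 10000 permutations, p = 0.0014 and 0.0214), so mice of one number were slightly more alike than chance gives. Along the first principal component of the residuals, which held 15.5% of their variance at W3, the W3-WT, W3-HT and W3-HM mice of replicate 1 lay at 0.439, 0.06 and 0.39, and those of replicate 5 at -0.454, -0.239 and -0.408. What the numbers stand for was not tested. With the replicate block (a paired fit), there were 2 DEGs for W3-HT, 5 for W3 HM against HT, 15 for W12-HT and 48 for W12-HM, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12, and *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.50. Reversed in direction were the NES of 0.90 for M16 in W3-HM and 0.94 for DEG_Up_Voineagu in W3-HM. W3-HM had 14 DEGs with the replicate block and 13 without it. With the block and the length and GC correction together, there were 2 DEGs for W3-HT, 8 for W12-HT, 1 for W12 HM against HT and 4 for the HM age difference, the shared DEGs numbered 2 for W3 HT and HM and HT W3 and W12 and 3 for W12 HT and HM, *Shank2* in W3-HT passed the threshold at a log2 fold change of -0.55, and the log2 fold change changed sign to -0.020 for *Shank3* in W3-HT. On the other side of 0 were the NES of -0.77 for M12 in W3-HT, -1.84 for postsynaptic membrane in W12-HT, -0.84 for AutismKB in W12-HM, 1.14 for M16 in W3-HM, 0.80 for DEG_Up_Voineagu in W3-HT, 1.20 for DEG_Up_Voineagu in W3-HM, -1.12 for DeNovoVariants in W12-HT, 1.18 for FMRP targets in W3-HM, -2.62 for FMRP targets in W12-HT, -2.76 for oligodendrocytes of Velmeshev et al. in W12-HT, -0.87 for nuclear chromosome in the HT age difference and -1.58 for SFARI (high confidence) in the HM age difference. The value of -1.84 for postsynaptic membrane in W12-HT had FDR = 0.0227, past the threshold in its new direction. FDR rose above 0.05 for the NES of 1.37 for SFARI (high confidence) in W12-HT, 0.86 for SFARI (high confidence) in W12-HM, 1.57 for nuclear chromosome in W3-HT and 1.52 for nuclear chromosome in W12-HT. DEGs higher than WT then numbered 8 of 16 in W3-HM (4 of 13 without either), 2 of 8 in W12-HT and 8 of 28 in W12-HM, and 1 of 3 in W3 HM against HT (0 of 2). A call lost under the block is not evidence of a smaller effect, since the block also uses up degrees of freedom and, by itself, leaves the log2 fold change as it is.

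When 1 mouse of the groups compared was left out at a time (10 fits per comparison at W3, 8 at W12 and 18 for the age differences), the DEG counts ranged from 1 to 3 for W3-HT, 2 to 16 for W3-HM, 1 to 7 for W3 HM against HT, 1 to 43 for W12-HT, 7 to 46 for W12-HM, 0 to 3 for W12 HM against HT and 0 to 5 for the HM age difference. Shared counts ranged from 1 to 13 for W12 HT and HM and 2 to 6 for HM W3 and W12, and the ribosomal protein genes among DEGs W12-HT from 0 to 7 and the ribosomal protein genes among DEGs W12-HM from 0 to 7. Log2 fold changes ranged from -0.65 to -0.54 for *Shank2* in W12-HT, -0.076 to 0.042 for *Shank1* in W12-HT, -0.030 to 0.066 for *Shank3* in W3-HT, -0.030 to 0.077 for *Shank3* in W12-HM and -0.021 to 0.084 for *Mrpl1* in W3-HT.

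In the same fits without 1 mouse each, the NES ranged from -1.63 to 1.50 for M12 in W3-HT, -3.58 to -1.24 for M12 in W3-HM, -4.06 to -1.36 for M12 in W12-HM, 1.41 to 3.40 for SFARI (high confidence) in W3-HM, 1.19 to 3.63 for SFARI (high confidence) in W12-HM, -2.04 to 2.14 for cytosolic ribosome in W3-HM, 1.41 to 2.47 for nuclear chromosome in W3-HT, 1.40 to 2.07 for nuclear chromosome in W12-HT, 0.98 to 1.81 for nuclear chromosome in W12-HM, -1.10 to 2.19 for postsynaptic membrane in W3-HM, -1.28 to 2.21 for postsynaptic membrane in W12-HT, 1.41 to 3.08 for postsynaptic membrane in W12-HM, -3.73 to 0.91 for oxidative phosphorylation in W3-HM, -2.67 to 1.54 for M16 in W3-HT and -1.52 to 1.74 for M16 in W3-HM.

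For the remaining sets it ranged from -0.98 to 1.57 for DEG_Down_Voineagu in W3-HT, -1.51 to 0.98 for DEG_Up_Voineagu in W3-HT, -1.13 to 1.47 for DEG_Up_Voineagu in W3-HM, -1.18 to 2.06 for DeNovoMis in W3-HM, -4.59 to 1.64 for FMRP targets in W3-HM, -1.63 to 3.43 for FMRP targets in W12-HT, -2.54 to 3.59 for FMRP targets in W12-HM, -1.10 to 1.18 for astrocytes in W3-HT, -0.80 to 2.27 for parvalbumin-positive neurons in W3-HT, -1.95 to 0.96 for microglia in W3-HM, -1.47 to 1.97 for NEU-MAT in W3-HM, -2.85 to 2.03 for oligodendrocytes of Velmeshev et al. in W12-HT, -0.81 to 1.69 for nuclear chromosome in the HT age difference, -2.41 to 1.09 for M12 in the HM age difference, -2.01 to 0.84 for SFARI (high confidence) in the HT age difference and -1.08 to 1.46 for SFARI (high confidence) in the HM age difference.

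The number of reads behind the normalized counts is unknown, so the part of the spread that comes from counting was not separated from that between mice, which limits genes of low value most. On simulated data with the same numbers of mice, 161 of 200 changed genes were found at W3 and 156 of 200 at W12, with 5 false calls at each age. Of changes of 0.5 on the log2 scale, 45 of 72 and 38 of 70 were found, so a single gene changed by this much or less can be missed. The simulated noise was independent between genes. With 200 genes changed at once, the Benjamini–Hochberg threshold is easier to pass than with few. Recovery in the real data can therefore be lower. *Shank2* in W3-HT mice, at a log2 fold change of -0.50, was missed in the limma fit (adjusted *p* = 0.0685).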

Differences from the paper's values

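No test in this part was chosen after its result was seen. Over the values the paper states or lists, 51 of 52 NES, all 27 log2 fold changes and 1 of 4 shared counts came out within the margin set for a difference, and all 4 DEG counts did not. The margin for an NES was wide, since its jackknife SE had a median of 0.9 and reached 4.66. In 7 of the 52 the paper's FDR was above 0.05 and the one here was under it. These include, in W12-HT mice, the postsynaptic membrane (0.270 in the paper, 0.0222 here), the nuclear chromosome (0.128 and 0.0174) and the chromosomal region (0.171 and 0.00398). The paper's FDR covers more gene sets than the 68 used here, and this was not tested as a cause.

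The paper counts 8 DEGs in W3-HT mice where 1 was found here, and 50 in W3-HM mice where 13 were found here. In W12-HT mice the paper counts 425 against 31 here, and in W12-HM mice 232 against 27. None of the alternatives set before the data were examined closed these gaps, 26 for each W3 count and 24 for each W12 count. Every one of them was a limma fit of normalized values. The paper's DESeq2 test needs read counts and was not run, so the choice of test was not examined as a cause. Over the paper's DEGs, the log2 fold changes here and in the paper, from the same mice, correlated with r of at least 0.9995 in each comparison.

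Between W3-HT and W3-HM DEGs the paper counts 2 shared genes and 1 was shared here. Of the 31 alternatives set before the data were examined, 11 gave 2: only the 2 genotypes compared, all 27 samples in 1 fit, the replicate block, quantile normalization, the median ratio over the top 5000 genes, limma sample weights, the principal component covariate, the transcript length and GC correction with and without the block, voom weights, and an adjusted *p* value under 0.1. *Nfib*, which the paper names as the other shared gene, was not past the threshold in W3-HT mice, and the pair shared under these alternatives is described beside the paper's sentence. Between the W12 groups the paper counts 111 shared DEGs against 10 here, and between the HM groups of the 2 ages 14 against 4. None of the 28 and 34 alternatives set before the data were examined closed either gap, and these too were limma fits.

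For the lysosomal lumen set in W12-HT mice, Supplementary Table 6 gives the paper's NES as -1.344, against -1.90 here. Of 22 alternatives set before the data were examined, 13 brought the values within the margin: a mean of at least 100, all 27 samples in 1 fit, the replicate block, the median ratio, the principal component covariate, the transcript length and GC correction with the block, the fits without W12-WT replicate 1, 3 or 4, those without W12-HT replicate 1, 2 or 3, and HT and HM compared with different WT mice.

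Some directions also differ from the paper's text. The paper lists *Rps27*, *Malsu1*, *Larp4*, *Eif2d*, *Nsun4*, *Mrps6*, *Mrps7*, *Mrps5*, *Mrpl22*, *Mrpl4* and *Mrpl1* as lower in W3-HT mice, and here their log2 fold changes were 0.90, 0.30, 0.07, 0.05, 0.09, 0.07, 0.04, 0.06, 0.06, 0.03 and 0.05. The paper describes the neuron sets of Velmeshev et al., as an overall pattern, as higher in all 4 mutant groups. Here mature neurons (NEU-MAT) had a positive NES in all 4 (4.76 in W3-HT, 1.28 in W3-HM with FDR = 0.228, 4.32 in W12-HT and 4.67 in W12-HM), but NRGN-expressing neurons (NEU-NRGN-I) had an NES of -5.32 in W3-HT, -2.81 in W3-HM, -5.26 in W12-HT and -4.12 in W12-HM mice. These 2 sets were chosen after the NES were seen, and the other neuron sets are not given one by one. Of all 17 Velmeshev sets, glial ones included, 11 were positive and 2 negative with FDR under 0.05 in W3-HT. The numbers were 1 and 4 in W3-HM, 10 and 3 in W12-HT, and 8 and 4 in W12-HM mice. The paper describes the oligodendrocyte set of Velmeshev et al. as moderately higher in the 3 groups other than W3-HT. Here the NES of that set was -2.05 in W3-HM, 1.45 in W12-HT (FDR = 0.1) and -3.57 in W12-HM mice. The W12-HT value thus has the direction the paper gives. The W3-HM values of NEU-NRGN-I and of oligodendrocytes kept their sign but lost the threshold in 3 of 10 fits that left out 1 mouse.

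*Shank2* is a DEG in W3-HT mice in the paper and was not past the threshold here (adjusted *p* = 0.0685, log2 fold change -0.50, lower in 5 of 5 mice). It passed under 9 of the 12 alternatives that keep all mice and record its values. Among these were only the 2 genotypes compared, all 27 samples in 1 fit, the replicate block, quantile normalization and the median ratio. The rest of the 9 were limma sample weights, the principal component covariate, and the transcript length and GC correction with and without the block. It also passed under limma voom weights, which are not among the 12. Over the 12 alternatives its adjusted *p* value ranged from 1.46e-05 to 0.116. It passed in 0 of 10 fits that left out 1 mouse each, with adjusted *p* values from 0.0682 to 0.312.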

Other observations

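Of the tests in this part, only the count over splits that keep neither age's grouping was chosen after the result was seen. The main sets to which the tests of the NES were applied had themselves been chosen after the NES were seen.

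Other splits of the same mice into groups of the same size show how often chance alone gives as much. Only splits that part as many same-numbered pairs as the true one are compared, 16 at W3 and 8 at W12, with the true one included, so a share under 0.05 cannot arise. As many DEGs were found in 2 of 16 splits in W3-HT, 1 of 16 in W3-HM, 1 of 16 in W3 HM against HT, 1 of 8 in W12-HT, 1 of 8 in W12-HM and 2 of 8 in W12 HM against HT. The remaining splits keep some same-numbered mice in one group and serve as a description: over 100 drawn at W3 and all 35 at W12, as many DEGs were found in 4, 3 and 2 of 100 and in 1, 1 and 3 of 35, in the same order. With an unadjusted *p* value under 0.05, as many genes as in the true split were found in 3 of 16 in W3-HT, 1 of 16 in W3-HM, 1 of 8 in W12-HT and 1 of 8 in W12-HM. The most DEGs in any of the 100 or 35 splits other than the true one were 1, 36, 245, 1, 23 and 2. For the HT age difference, 100 of 100 splits gave as many, which a count of 0 (1002 genes with an unadjusted *p* value under 0.05) fixes in advance.

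For the NES, the number of such splits with a value as far from 0, of 16 at W3 and 8 at W12, was 1 in W3-HT, 1 in W12-HT and 1 in W12-HM for the cytosolic ribosome. For oxidative phosphorylation it was 4 in W3-HT, 13 in W3-HM, 1 in W12-HT and 3 in W12-HM. The postsynaptic membrane had 1 in W3-HT, 3 in W12-HT and 3 in W12-HM, and the nuclear chromosome 4 in W3-HT, 1 in W3-HM and 1 in W12-HT. M12 had 9 in W3-HM, 6 in W12-HT and 3 in W12-HM, SFARI (high confidence) 1, 7, 3 and 2 in W3-HT, W3-HM, W12-HT and W12-HM, and mature oligodendrocytes 8, 1, 2 and 2 in the same order. Where more than 1 split reached the true value, an FDR under 0.05 from permuted genes may reflect differences between single mice. Where 1 did, the number of splits is too small to exclude this.

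The NES of the age differences was compared with 100 randomly drawn splits, the true one included. For the HT effect, as far from 0 were 60 for the cytosolic ribosome, 76 for oxidative phosphorylation, 36 for the postsynaptic membrane, 89 for the nuclear chromosome, 51 for M12, 82 for SFARI (high confidence) and 8 for mature oligodendrocytes. For the HM effect the numbers were 6, 41, 66, 33, 77, 100 and 40, in the same order. None of the 14 was under 5 of 100. However, 12 of the 100 HT splits and 17 of the 100 HM splits keep the true W12 grouping (5 and 9 the true W3 grouping), so an effect present at one age recurs in them and a share under 0.05 was hardly reachable for it. Among the splits that keep neither, the HT numbers were 45, 62, 30, 75, 41, 66 and 6 of 84, and the HM numbers 1, 28, 52, 20, 56, 75 and 21 of 75. For the cytosolic ribosome in HM mice, 5 of the 6 keep the true W12 grouping, and 1 of the 75 others reached it, which goes against a chance split of the mice, by a count chosen after the result was seen. For the other sets a difference between the ages was not told apart from a chance split of the mice, even where the FDR from permuted genes was under 0.05.

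Transcript length and GC content were tested as a cause of the NES by correcting each sample for a smooth trend on both. Past the threshold after the correction were the cytosolic ribosome (-3.93 in W3-HT, -6.08 in W12-HT, -6.62 in W12-HM), oxidative phosphorylation (-2.89 in W3-HT, -1.71 in W3-HM, -3.90 in W12-HT, -3.39 in W12-HM), the postsynaptic membrane in W3-HT (2.02), the nuclear chromosome in W3-HM (3.75), M12 (-1.86 in W3-HM, -2.37 in W12-HT, -1.78 in W12-HM), SFARI (high confidence) in W3-HT (1.97) and W3-HM (2.64), and mature oligodendrocytes (2.73, -4.16, -4.28 and -5.24 in W3-HT, W3-HM, W12-HT and W12-HM). Apart from mature oligodendrocytes at W12, all of these moved toward 0, the postsynaptic membrane in W3-HT from 4.07 and SFARI (high confidence) in W3-HT from 4.90. The values left are not removed by this correction. The W3-HM log2 fold change had little trend to remove (Spearman's rho 0.0491 with length and -0.0661 with GC content). For W3-HM, where mature oligodendrocytes had -4.19 before it, the test thus says little about either cause. In W3-HT, W12-HT and W12-HM the rho with length fell from 0.271, 0.236 and 0.184 to 0.0153, 0.026 and 0.0152. There mature oligodendrocytes had 2.81, -3.80 and -4.96 before the correction and stayed past the threshold at 2.73, -4.28 and -5.24. These values argue against transcript length and GC content as the source of the mature oligodendrocyte NES in W3-HT, W12-HT and W12-HM. No longer past it were the postsynaptic membrane in W12-HT (-1.62) and W12-HM (1.58), the nuclear chromosome in W3-HT (1.55) and W12-HT (1.51), and SFARI (high confidence) in W12-HT (1.42) and W12-HM (-0.57). For these 6, a trend on transcript length and GC content is a candidate explanation. With the replicate block as well, the postsynaptic membrane in W12-HT was past the threshold in the opposite direction (-1.84, FDR = 0.0227).

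Reads shared with ribosomal protein pseudogenes were tested as a cause of the lower ribosomal protein genes at W12, since the pseudogenes would then be higher. The median log2 fold change of the 9 pseudogenes tested was -0.08 in W12-HT and -0.06 in W12-HM mice, with 3 of 9 higher in each, which goes against this.

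The similarity of HT and HM fold changes could come from the WT mice they share. With different WT mice, the median r across genes was 0.002 at W3, so the similarity there was not seen without shared WT mice. At W12 it was 0.131, so some similarity remained. Fewer WT mice per fold change also lower r, and this was not separated from the effect of sharing. Genes are not independent replicates, and other causes common to HT and HM mice were not tested.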
